# Single Cell RNA-Sequence Analyses Reveal Uniquely Expressed Genes and Heterogeneous Immune Cell Involvement in the Rat Model of Intervertebral Disc Degeneration

**DOI:** 10.3390/app12168244

**Published:** 2022-08-18

**Authors:** Milad Rohanifar, Sade W. Clayton, Garrett W.D. Easson, Deepanjali S. Patil, Frank Lee, Liufang Jing, Marcos N. Barcellona, Julie E. Speer, Jordan J. Stivers, Simon Y. Tang, Lori A. Setton

**Keywords:** intervertebral disc degeneration, single-cell RNA sequencing, cell type

## Abstract

Intervertebral disc (IVD) degeneration is characterized by a loss of cellularity, and changes in cell-mediated activity that drives anatomic changes to IVD structure. In this study, we used single-cell RNA-sequencing analysis of degenerating tissues of the rat IVD following lumbar disc puncture. Two control, uninjured IVDs (L2–3, L3–4) and two degenerated, injured IVDs (L4–5, L5–6) from each animal were examined either at the two- or eight-week post-operative time points. The cells from these IVDs were extracted and transcriptionally profiled at the single-cell resolution. Unsupervised cluster analysis revealed the presence of four known cell types in both non-degenerative and degenerated IVDs based on previously established gene markers: IVD cells, endothelial cells, myeloid cells, and lymphoid cells. As a majority of cells were associated with the IVD cell cluster, sub-clustering was used to further identify the cell populations of the nucleus pulposus, inner and outer annulus fibrosus. The most notable difference between control and degenerated IVDs was the increase of myeloid and lymphoid cells in degenerated samples at two- and eight-weeks post-surgery. Differential gene expression analysis revealed multiple distinct cell types from the myeloid and lymphoid lineages, most notably macrophages and B lymphocytes, and demonstrated a high degree of immune specificity during degeneration. In addition to the heterogenous infiltrating immune cell populations in the degenerating IVD, the increased number of cells in the AF sub-cluster expressing *Ngf* and *Ngfr*, encoding for p75NTR, suggest that NGF signaling may be one of the key mediators of the IVD crosstalk between immune and neuronal cell populations. These findings provide the basis for future work to understand the involvement of select subsets of non-resident cells in IVD degeneration.

## 1. Introduction

The intervertebral disc (IVD) provides for motion and flexibility in the spine [1]. Degeneration of the IVD is characterized by a loss of cellularity, changes in composition, and loss of hydration that is manifested as changes in disc height and MRI signal intensity. These features of IVD degeneration in the lumbar and cervical spine can contribute to mal-alignment of the adjoining vertebral bodies and affect the integrity and health of the IVD and adjacent neural structures, leaving the IVD vulnerable to progressive damage during the loading conditions of daily living [2–4]. The cell-mediated changes affecting IVD growth, extracellular matrix synthesis, and metabolism can affect IVD proteolytic degradation, and are of great interest for identifying the relevant cellular and molecular targets to support IVD repair and regeneration.

The cell density of the nucleus pulposus (NP) region is at the lowest in the IVD, and are the principal contributors to the loss of cellularity with age. NP cells have long been considered to share features with chondrocytes in the adult IVD, due to their roundedness and high expression of multiple chondrocyte markers including SOX9, type II collagen, and aggrecan upon bulk mRNA transcriptional profiling [5–9]. NP cells are derived from the embryonic notochord and express transcriptionally unique markers that reflect their notochordal origins, including CD24, cytokeratins, and the brachyury and FOX transcription factors [10–13]. Cells of the annulus fibrosus (AF) are derived from mesenchyme and express some overlapping and some differing molecular markers from adjacent NP cells. Indeed, there have been numerous studies designed to identify the unique cellular phenotypes of NP and AF cells, as well as non-resident cells involved in degeneration and repair, using tools of bulk RNA transcription or RNA-sequencing, proteomic profiling, flow cytometry, and protein assays [5,14–18]. The improved understanding of cell-specific molecular changes is crucial for identifying important protein targets that drive progress degeneration and molecular targets for stem cell-mediated IVD repair.

In recent years, single-cell RNA sequencing (scRNA-seq) of IVD cells, both from anatomically distinct regions and for comparisons with pathology, has been used to characterize the phenotype and abundance of distinct cell populations in the IVD in human and animal tissue sources [5,15,17,19–21]. When cells are isolated rapidly and immediately prepared for RNA-sequencing, this technique has the potential to reveal the endogenous RNA expression of resident cells and thus identify differences in cell sub-populations in the native IVD [5,15,17,19–22]. Results of sc-RNA-seq from rat and bovine IVD tissues, and from non-degenerate human IVD tissues, rely on mapping cells with similar transcriptomic profiles into “clusters” in order to name and number discrete cell populations in the non-degenerate IVD. While the number of clusters is highly variable in the absence of a consensus-based approach, it is most commonly observed that the majority of IVD cells map to a few clusters based on their expression of common genes (50–99% of isolated cells). Studies have used this approach to identify small but meaningful stem cell or progenitor cell populations in the IVD [15,20], or to identify relationships between identified clusters and primary cell functions of matrix regulation, stress responses, cell cycle, and more [22].

Only a few studies have used sc-RNA-seq to better understand the progression of IVD degeneration at the cellular level. In donor human tissues, sc-RNA-seq has been used to identify genes associated with cells of the degenerative IVD with some findings that corroborate prior work including the unique associative expression for CTGF, S100A1/A2, and TNF receptors in cells from degenerated IVDs [5,22]; both human studies and a study of a rodent bipedal IVD degeneration model also present surprising findings for novel gene involvement that have not yet been confirmed in other studies or species. In some cases, sc-RNA-seq identifies cells that express macrophage markers at high levels [5] consistent with prior literature showing increased involvement of macrophages in animal models and human tissues with IVD degeneration [23]. The IVD is an aneural, alymphatic, and avascular structure upon the termination of development and growth, however, it can remain immunologically separate from the host over the lifetime of an individual. The presence of macrophage markers in degenerated IVD tissues and cells suggests integrity of the IVD may be disrupted such that cells of the systemic circulation may infiltrate and reside in the IVD. These cells can be expected to be minor and difficult to localize via immunostaining or RT-PCR; for this reason, sc-RNA-seq provides the potential to identify the unique phenotypes of these relatively small cell populations in the IVD.

For these reasons, we performed scRNA-seq analysis on cells obtained from rat lumbar IVD tissues at two time points following induction of IVD degeneration via stab injury [24–28]. In brief, we identified four major cell types in the non-degenerate and degenerative IVD tissues for 2 weeks following surgery, based on the expression of “classical” cell-specific markers for NP and AF cells as identified previously [5]. The cell clustering scheme was held fixed between control and IVD degeneration conditions to estimate the differences in cell numbers and major gene expression levels for respective cell populations within each cluster. Further, we used sub-clustering to identify discrete native cell types within the IVD, and gene set analysis to identify the numerically minor cells of the degenerated IVD and their changes from 2 to 8 weeks after induced IVD degeneration. This study is innovative for utilizing sc-RNA-seq to reveal both temporal and spatial changes to cell presence in the IVD following onset of disc degeneration, and for presenting data on a specimen-specific basis.

## 2. Materials and Methods

### 2.1. IVD Tissue Preparation and Single-Cell Isolation

Rats (n = 8, male Sprague-Dawley, 8-weeks-old) underwent surgery for retroperitoneal exposure of the L4-L6 lumbar spine in protocols approved by the Washington University IACUC. The L4–5 and L5–6 IVDs each received a single unilateral stab injury via a 27G needle. The rats were allowed to recover postoperatively for either 2 (n = 4) or 8 weeks (n = 4) (Figure 1). Following the respective recovery periods, the animals were euthanized and the IVD tissues were isolated and pooled from L4–5 and L5–6 (LDP = Lumbar disc puncture), or from L2–3 and L3–4 (CON = control), with care to remove peripheral muscle, ligaments, and attachments by microdissection. The isolated IVD tissue was digested in medium containing 0.2% type 2 collagenase (Worthington Biochemical, Lakewood, NJ, USA) and 0.3% pronase (Roche, Basel, Switzerland) for <4 h total at 37 °C and 5% CO_2_. After digestion, a cell pellet was obtained by centrifuging the medium for 10 min at 400 rcf. The media was aspirated, and cells were resuspended in PBS (Sigma Aldrich, St. Louis, MO, USA), followed by filtering through a 70 μm filter to get rid of undesired cell debris. The flowthrough was again centrifuged for 10 min at 400 rcf, and the resulting cell pellet was resuspended in PBS. The cells isolated from pooled IVDs for each rat were kept together and on ice and considered as a separate sample for a total of n = 16 samples in total (n = 4 for CON and LDP at 2 weeks post-surgery; n = 4 for CON and LDP at 8 weeks post-surgery). Samples of IVD cells were immediately transported on ice to the sequencing facility. More than 80% of cells were determined to be viable. All analyses described below were performed on individual rat cell samples unless otherwise indicated.

### 2.2. cDNA Library Generation and Single-Cell RNA-Sequencing (scRNA-Seq) with Data Standardization

The input samples were submitted to the Washington University Genome Technology Access Center to obtain and sequence the cDNA libraries (10xGenomics, 3′v3.1; Illumina NovaSeq S4) according to established protocols. For CON and LDP samples, only cells with <10% mitochondrial features, gene counts of 500–3000 and UMI (unique molecular identifier) counts between 500–30,000 were determined to be of sufficient quality to include in the analyses (Partek Flow^™^, Partek Inc., St. Louis, MO, USA). Under these selection criteria, the total number of cells from rat samples was 42,560 and 51,365 for CON and LDP at 2 weeks post-surgery, 27,064 and 28,293 for CON and LDP at 8 weeks post-surgery, respectively.

### 2.3. Dimensionality Reduction and Unsupervised Clustering

In order to identify resident cell populations, we first performed Principal Components Analysis (PCA) on pooled data from n = 4 CON samples at 2 weeks, and then again for the 8 weeks samples. PCA was performed to reduce dimensionality of the data for CON at each timepoint with selection of optimum number of principal components after normalization; this process was repeated for the n = 4 LDP samples at 2 and at 8 weeks. Cluster analysis was then performed with the iterative procedure of K-means clustering on CON cells at 2 weeks to identify optimal separation of cell clusters. A total of five major cell clusters were identified as providing for optimal separation of the data for CON samples. The percentage of cells mapped to each cluster was evaluated for each tissue sample at both 2 and 8 weeks post-surgery as a test of inter-subject variability and appropriateness of the clustering scheme. Annotated cluster data were visualized with uniform manifold approximation and projection (UMAP) analyses.

### 2.4. Cell Identification

The nomenclature classifying cell types within each identified cluster for CON samples at 2 weeks was based on a set of “marker genes” based on reports within the literature (see Table 1). For CON samples, we first validated the presence of known cell subsets based on prior scRNA-seq studies of intervertebral cells, endothelial cells, myeloid and lymphoid cells of the rat IVD [5,15]. Violin plots of gene expression levels for all cells within each cluster were used to define the majority cell type in each cluster.

As a majority of cells in the CON populations were identified with a cluster named intervertebral disc cells, we sought to further sub-cluster this population in a post-hoc process separate from the data for cells mapped to the other clusters. IVD cells for CON samples at 2 weeks were subjected to PCA to select an optimal number of principal components, followed by K-means clustering on pooled data to identify further separation of cells in the intervertebral disc clusters based on the lowest Davies–Bouldin index.

The above-described process for clustering and sub-clustering was repeated for CON samples at 8 weeks post-surgery following the same cluster nomenclature and marker genes. We sought to retain five major cell clusters for samples from the LDP population at both 2 and 8 weeks post-surgery, in order to directly compare cell numbers and gene expression levels against those of the CON population. In large part, the nomenclature for these five cell clusters did not differ from that of CON populations; however, the numbers of cells mapped to each cluster and gene expression for marker and novel genes varied substantially.

### 2.5. Gene Specific Analysis

Differential gene expression analyses were performed with the GSA toolbox in Partek Flow^™^ to identify the differentially expressed genes within each rat sample between CON and LDP at each of 2 and 8 weeks post-surgery. The genes exhibiting the greatest fold-change were identified (log_2_ (fold change)) for each sample at 2 weeks or 8 weeks with a statistical significance of false discovery rate (FDR) *p*-value < 0.001. This set of genes identified as most highly differentially expressed differed among samples with some overlap as described in the results. Genes with the highest fold-difference between CON and LDP that are common across samples at 2 or 8 weeks are presented here.

### 2.6. Gene Set Analyses

Gene set analyses were performed using the Gene Ontology resource (https://www.uniprot.org/help/gene_ontology (accessed on and after 1 September 2021) (UniProt Database) to predict the physiological roles and molecular processes of the upregulated gene networks. The top 50 differentially regulated genes for the respective cluster or subclusters were used to define the relevant cellular processes.

### 2.7. Statistical Analyses

Optimal separation of cells into a minimum number of distinct clusters was identified via the minimal Davies-Bouldin index, as indicated above for CON cells at 2 weeks and for IVD cells when separated into sub-clusters. Data for the magnitude of gene expression for cell-specific markers, e.g., genes defining B and T lymphocytes, were tested for differences between CON and LDP populations at each of 2 and 8 weeks post-surgery by the Student’s *t*-test or the Mann–Whitney test as appropriate (GraphPad Prism^™^). Likewise, similar comparisons were made for the expression of *Ngf* and *Ngfr* (p75NTR) in matched subclusters between CON and LDP populations. Chi-squared tests were used to compare the proportions between matched cell clusters/subclusters across CON and LDP populations. Gene set enrichment analyses were performed by matching genes to defined pathways based on known cell functions and reporting overrepresented cell numbers in groups via a Fisher’s exact test Partek Flow^™^.

## 3. Results

### 3.1. Cell Populations Identified in IVD Tissues from 2 Weeks Post-Surgery

#### Samples in control IVD tissues 2 weeks post-surgery.

Unsupervised K-means clustering was used for the CON samples to group the cells into clusters with equal variance. 

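Control (CON) discs came from 4 male rats, numbered 1 to 4, 2 weeks after surgery; the 2 control discs of each rat were combined into 1 library of 3′ single-cell RNA. The authors kept cells with under 10% mitochondrial counts, 500 to 3000 genes and 500 to 30000 UMIs, scaled each cell's counts to CPM (counts per 1000000), took log2(CPM + 1) and named the clusters. After their filter this group held 42560 cells, between 3896 and 13470 per library (median 12597), with 28722716 to 78679561 UMIs per library (median 59438714) and a median of 3861 to 7208 UMIs per cell. The values cover 14124 genes, each with a UMI in at least 44 of these cells, and a gene outside that list (for this group Cd86, Cd3g and Ms4a1 among others) has no value rather than a value of 0. Here the class the authors gave each cell was kept, each class was counted in each library, and the library of 1 rat was the unit of every test. Means of 4 libraries are followed by their standard deviation (SD), and differences between groups were tested with an exact two-sided permutation test over the 70 splits of 8 libraries, whose smallest possible p is 0.0286. For shares of cells with a UMI of a gene, each cell was thinned to 1000 UMIs, because deeper cells show more genes, and the value from all UMIs is given beside it. Thinned marker shares within myeloid and lymphoid cells leave out cells with fewer than 1000 UMIs.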

Results show that five clusters separated all cells into discrete populations. There were identified four named clusters: intervertebral disc cells, endothelial cells, myeloid, and lymphoid cells (Figure 2a); cluster 5 was annotated as “other cells” due to the lack of common identification markers. Identification of cell populations within each cluster was based on known gene markers that were pre-selected as described in methods (Figure 2b). The identified clusters had a distribution of cell counts that was very similar across samples for the four CON samples derived from four separate rats (Figure 2c). 

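The IVD class made up 82.6, 87.2, 91.2 and 88.9% of the cells of rats 1 to 4, the percentages printed in Fig. 2c. Endothelial shares were 8.21, 8.62, 4.98 and 8.41%, and myeloid shares 2.20, 1.59, 0.616 and 0.186%. All 91 lymphoid cells came from rat 1 (0.772% of its cells, 95% Clopper-Pearson interval 0.622 to 0.947%). The other 3 libraries held 0 lymphoid cells, where 3 cells would have been 0.0770, 0.0223 and 0.0224%. These intervals cover the counting of cells within a library and not the spread between rats.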

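Averaged over the 4 control libraries, the class shares were 87.5 ± 3.63% IVD (87.7% with the cells of all libraries pooled), 7.56 ± 1.73% endothelial (7.29% pooled), 1.15 ± 0.914% myeloid (1.01% pooled) and 0.193 ± 0.386% lymphoid (0.214% pooled). A further 3.61 ± 1.75% of the cells carried no class name. Of the other ways to draw the classes, naming each cell by its own markers moved the IVD and endothelial shares most, to 65.7 and 11.1%, K-means in each group apart moved the myeloid share most, to 1.92%, and Leiden in each group apart the lymphoid share, to 1.22%.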

Each sample showed a similar cell distribution profile where intervertebral disc cells contributed to most of the cluster (~87.7%), followed by endothelial cells (~7.3%), myeloid (~1.0%) and lymphoid cells (~0.2%).

The selected marker genes were chosen based on *a priori* knowledge for identifying the discrete cell clusters (Figure 2b). 

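In the 4 control libraries the mean CPM of Col2a1 was 10427 in IVD cells, 872 in endothelial, 1168 in myeloid and 480.3 in lymphoid cells (lymphoid from 1 library), and that of Comp was 8240, 843, 1036 and 377. With all UMIs counted, Col2a1 had a UMI in 94.4, 70.1, 73.9 and 69.2% of the cells of these classes, and Comp in 99.2, 72.1, 81.2 and 60.4%. Lyz2, a gene of myeloid cells, had a UMI in 85.0% of myeloid and 1.23% of IVD cells, and Cd79b in 85.7% of lymphoid and 0.276% of IVD cells. The most abundant disc transcripts were therefore present in most cells of every class, at a CPM lower than in IVD cells.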

There was some commonality in extracellular matrix genes across clusters, primarily for *Col2a1* and *Comp*; this observation is consistent with the prevalent expression of these extracellular matrix proteins in different tissues and suggests that relying on non-extracellular matrix genes as differentiating markers may be preferable. Markers selected as lymphoid and myeloid markers proved to be effective in separating cells into clusters with more separation.

As more than 85% of all cells mapped to the “intervertebral disc cells” cluster, we sought to sub-cluster this population to identify the known cell populations. The IVD cell cluster was partitioned into three distinctively adjacent subclusters that were classified as nucleus pulposus (NP), inner annulus fibrosus (IAF), and outer annulus fibrosus (OAF) based on relative expression levels of classical IVD cell markers (Figure 2d). 

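The deposited names divide the control IVD cells into 17235 NP, 15887 IAF and 4222 OAF cells. Per library these were 49.9 ± 16.9, 38.2 ± 17.2 and 11.8 ± 2.52% of the IVD cells (n = 4). The subclusters differ in depth: the mean over libraries of the median UMIs per cell was 7717 in NP, 3233 in IAF and 4924 in OAF cells. In both groups of this time point and all 8 libraries NP cells were the deeper ones, with 1.65 to 3.20 times the median UMIs of IAF cells. Shares of cells with a UMI therefore favour NP cells for any gene unless depth is made equal.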

Subcluster 1 was identified to be NP cells based on a relatively higher expression for *Acan* and *Col2a1* while also expressing lower *Col1a1* compared to other IVD cells [8,29–32]. Additionally, these cells highly express *Cd24*, a classical marker for NP cells [13,33–35], previously identified markers of the chondrocyte lineage including S100B, and a novel marker for bovine NP tissues, PDIA4 [19,36,37]. 

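Acan averaged 3736 CPM in NP, 3256 in IAF and 353 in OAF cells of the control libraries; the log2 ratio of NP to IAF was 0.19 (0.09 to 0.41, above 0 in 4 of 4 libraries) and that of NP to OAF 3.40. For Col2a1 the NP to IAF log2 ratio was 0.02 (−0.14 to 0.16, above 0 in 2 of 4 libraries) and the NP to OAF ratio 2.23. The Col1a1 NP to OAF log2 ratio was −3.95. The paper identifies subcluster 1 as NP from these 3 genes; they separate NP from OAF by more than 2 log2 units, and NP from IAF by far less. No test is attached to these ratios, because the subclusters were drawn from the same values.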

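Counting all UMIs, Cd24 was found in 75.5% of NP and 46.6% of IAF cells, S100b in 93.9 and 71.1%, and Pdia4 in 77.4 and 48.1% (means of 4 control libraries). With every cell at 1000 UMIs the shares were 25.9 and 22.2% for Cd24, 43.6 and 40.4% for S100b, and 20.2 and 21.0% for Pdia4. Across 5 NP marker genes, the median gap between NP and IAF was 22.8 points with all UMIs and 3.22 points at 1000 UMIs, so most of the gap follows depth. As log2 ratios of CPM, NP over OAF was 2.99 for Cd24, 1.37 for S100b and −0.38 for Pdia4, and NP over IAF was 0.16 for S100b and −0.11 for Pdia4.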

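Between IAF and NP cells of the control libraries, Col1a1 was lower in NP by a mean log2 ratio (NP over IAF) of −0.60, ranging from −1.24 to −0.11 over the 4 libraries. In the LDP libraries of the same rats that ratio was 0.59. The Cd24 ratio of NP over IAF in control libraries was 0.28.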

Cells mapping to the IAF cluster were similar in the pattern of expression to that of NP cells, differing with modestly increased *Col1a1* expression and decreased presence of *Cd24*. Finally, OAF cells were identified based on the expression of a number of previously identified markers for this cell type including *Igfbp5*, *Igfbp6*, *Lum*, *Myoc*, and *Fibin* (Figure 2d) [8,19,29,31,32,38].

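The log2 ratio of OAF over IAF cells in the control libraries was 3.65 for Igfbp5 (3.21 to 4.42), 3.78 for Igfbp6, 4.31 for Lum, 4.66 for Myoc and 1.76 for Fibin, each above 0 in 4 of 4 libraries. At 1000 UMIs per cell Lum had a UMI in 54.9% of OAF and 5.28% of IAF cells (79.3 and 10.9% with all UMIs), and Fibin in 41.2 and 17.1% (72.7 and 37.5%). Col1a1 was 3.35 log2 units higher in OAF than in IAF cells. The paper assigns these cells to the OAF from the same genes.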

#### Samples in degenerated IVD tissues.

Samples harvested from the intervertebral discs of the LDP rats at 2 weeks post-surgery underwent unsupervised K-means clustering as applied to the CON group. 

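LDP libraries at 2 weeks came from the punctured discs of the same rats 1 to 4, so each CON library has an LDP library of the same animal. The group held 51365 cells, between 8709 and 15918 per library (median 13369), with 58375043 to 85025591 UMIs per library (median 79338126), a median of 4701 to 6813 UMIs per cell, and values for 14202 genes. The authors clustered this group apart from CON with the same steps and then compared CON with LDP cells of each rat by gene-specific analysis at FDR below 0.001. In the present work the CPM of all cells of a library were averaged and log2(mean CPM + 1) of the 16 libraries of both time points was fitted with limma, with the rat as a block, for 12199 genes; p values were adjusted by Benjamini-Hochberg. On log2 values simulated with the spread of its own fit, limma recovered 64.5% of genes changed by log2 1 and 95% of those changed by log2 2, calling 10 and 12 unchanged genes. On simulated counts edgeR recovered 37 and 98.5%, and DESeq2 78.5 and 99%. DESeq2 called 51 and 49 unchanged genes there. The 2 simulations differ, so these rates do not rank limma against the other tools. Changes were put only into genes above a limit on expression, so the rates do not hold for low genes.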

Five clusters provided for optimal separation of the LDP cells based on known gene markers (Figure 3a,b). The IVD cell cluster contributed to the greatest proportion of the cells (~82.4%), followed by endothelial (~6.4%), myeloid (1.4%), and lymphoid clusters (~8.2%). 

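Mean shares in the 4 LDP libraries were 83.4 ± 11.5% IVD (82.4% pooled), 6.17 ± 3.13% endothelial (6.41% pooled), 1.33 ± 0.981% myeloid (1.41% pooled) and 7.68 ± 9.25% lymphoid (8.20% pooled). IVD cells were 96.4, 89.5, 72.5 and 75.1% of rats 1 to 4. Lymphoid cells were 0, 0.157, 18.8 and 11.7%: 2781 of the 4212 came from rat 3 and 1406 from rat 4, and 3 cells in rat 1 would have been 0.0344%. With 2 libraries holding nearly all lymphoid cells, the pooled share describes rats 3 and 4.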

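For lymphoid cells the LDP mean exceeded the CON mean by 7.49 percentage points (exact two-sided p = 0.257; higher in 3 of 4 rats; paired sign-flip p = 0.375, where 0.125 is the smallest possible). Without rat 3 the difference was 3.71 points, and without rat 1 it was 10.2. The myeloid difference was 0.186 points (exact two-sided p = 0.714; higher in 2 of 4 rats), the endothelial −1.39 points (p = 0.457, same test) and the IVD −4.12 points (p = 0.486, same test). Modelled as cell numbers with the rat as block, edgeR gave a lymphoid log2 change of 9.90 (adjusted p 0.524).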

The myeloid and lymphoid clusters exhibited the most notable difference 2 weeks after LDP (Figure 3c).

#### Differential gene expression between LDP and CON samples on a subject-specific basis.

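Within each rat 1 library stands on either side, so a gene's change there has no replicate and no p value from rats. Counted here instead were genes whose mean CPM changed at least 2-fold between the CON and LDP library of a rat, after adding 1, among the 8724, 8621, 8914 and 8906 genes of rats 1 to 4 with at least 5 CPM in either library. The cells of 1 library share its animal, surgery, dissociation and sequencing, and a test over cells counts such shared effects as differences between conditions.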

To directly assess differences in mRNA levels for cells from the CON (L2–3 and L3–4 levels) and LDP (L4–5 and L5–6 levels) groups within each rat sample, we performed specimen-specific differential gene expression (Figure 4a,b). Differential gene analyses demonstrated that between 700–900 genes were more highly expressed in LDP cells at 2 weeks after surgery, as compared to their counterparts amongst the CON cell population (FDR *p*-value < 0.001, Figure 4c). 

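At least 2-fold higher in LDP were 31 genes in rat 1, 47 in rat 2, 626 in rat 3 and 500 in rat 4. Lowering the expression limit to 1 CPM moved rat 3 most, to 834. Across the 4 rats 0 of 12199 genes were higher at adjusted p below 0.05 with limma; 278 were at unadjusted p below 0.05. edgeR with TMM scaling also gave 0 (739 unadjusted), edgeR without scaling 0, and DESeq2 83, or 20 at the paper's limit of 0.001 and also over 2-fold higher. The paper reports these changes rat by rat; across rats the smallest limma adjusted p was 0.0781, for Hoxd10.

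**Figure D1:**
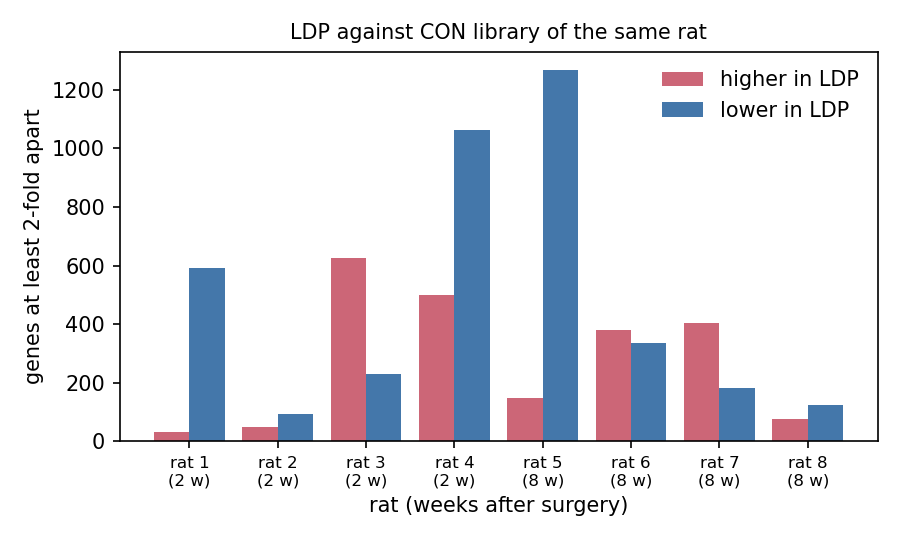
Genes at least 2-fold higher and genes at least 2-fold lower in the LDP library than in the CON library of the same rat, as 2 bars side by side. Each pair of bars is 1 rat, with 2 weeks (rats 1 to 4) and 8 weeks (rats 5 to 8). The largest number higher was 626 genes in rat 3. The largest number lower was 1268 genes in rat 5.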

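At least 2-fold lower in LDP, that is higher in CON, were 592, 93, 228 and 1062 genes in rats 1 to 4. limma, edgeR with TMM and edgeR without scaling each called 0 genes lower across rats, DESeq2 53 (5 at the 0.001 limit and also over 2-fold lower). The direction of the bulk depends on scaling: of genes at unadjusted p below 0.05, limma had 841 lower and 24.8% higher, edgeR with TMM 577 lower and 56.2% higher. Neither a general rise nor a general fall can be read from these numbers.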

Analyses also showed between 250 and 1200 genes to be more highly expressed in CON cells as compared to the LDP cell population at 2 weeks after surgery (FDR *p*-value < 0.001, Figure 4c). While there was variability in differentially expressed genes across samples, we identified a subset of 25 commonly upregulated genes in LDP populations of cells from two samples with the highest total numbers of sequenced cells (i.e., samples #3 and #4); expression levels for these genes against their cell identification are shown in the heat map in Figure 4d (representative results shown for sample #4). Of these 25 genes with upregulated expression levels in LDP compared to CON cells, the majority (22/25) were associated with cells of the lymphoid or myeloid cell clusters (Figure 4d).

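A list of 25 immune genes was made here from the text, 20 of the common set as the discussion names it and 5 others; it is not the set of the heatmap. Of these genes 22 were at least 2-fold higher in LDP in rat 3 and 22 in rat 4, with median log2 changes of 4.81 and 4.31. In rat 1 their median was −3.04 and in rat 2 it was 0.10. Over the 4 rats 22 were higher and 3 lower, with a median log2 change of 1.63 that ran from 0.50 without rat 3 to 3.01 without rat 1. The smallest adjusted p of the list was 0.543 over all genes and 0.302 adjusted over the list alone; since the list was picked on these same samples, that second value is not independent evidence.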

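Asking in which class each of the 25 named immune genes had its highest mean CPM in the LDP libraries gave lymphoid cells for 18, myeloid cells for 4, endothelial cells for 2 and IVD cells for 1. Cd79b averaged 1066 CPM in lymphoid and 6.01 in IVD cells, Rag1 877 and 4.73, and Laptm5 729 in myeloid and 4.41 in IVD cells.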

#### Immune cell involvement in differences between LDP and CON gene expression patterns.

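The change in a rat's lymphoid share and the median log2 change of the 25 listed immune genes had the same sign in 8 of 8 rats. Because 18 of the 25 genes have their highest level at 2 weeks in lymphoid cells, and some of them named that class, the 2 measures are not independent, and no test is made of their relation. The lymphoid share fell by 0.772 points in rat 1 and rose by 18.8 in rat 3. In IVD cells alone the median change at 2 weeks of the 15 listed genes with enough expression was 0.81. By rat the median of the listed genes in IVD cells was −0.46, 0.04, 1.53 and 1.07 in rats 1 to 4. The rise thus came from rats 3 and 4, whose LDP libraries held nearly all lymphoid cells, and need not be a change within disc cells.

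**Figure D2:**
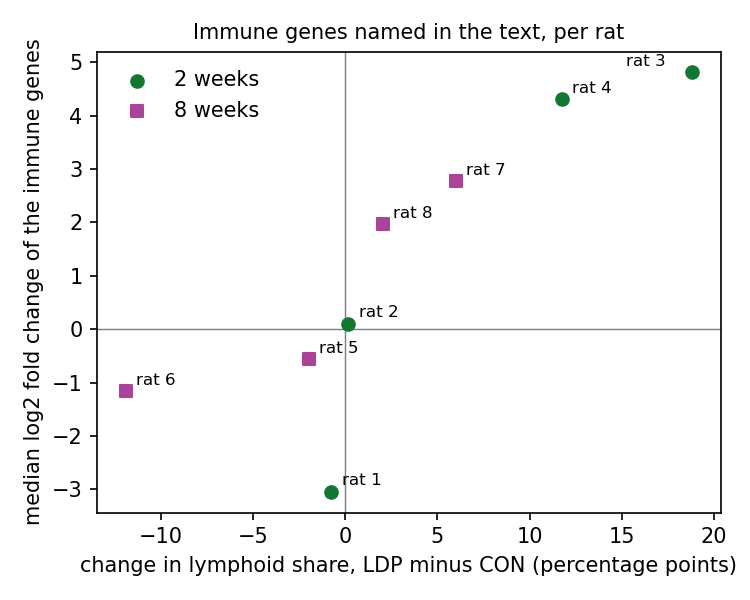
Median log2 change of the 25 listed immune genes of the text (vertical) against the change in lymphoid share, LDP minus CON, in percentage points (horizontal). Each point is 1 rat, labelled by number; the change runs from −11.9 points in rat 6 to 18.8 in rat 3.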

We determined that immune cells were contributing to the upregulation genes due to LDP. Then, we classified the immune cell sub-types as either the myeloid or lymphoid clusters. There were significant increases in the number of cell mapping to the myeloid and lymphoid clusters for LDP samples as compared to CON samples at 2 weeks after surgery (*p* < 0.00001; Chi-square test), indicating an increase of infiltrating immune cells post-injury. 

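The chi-square test of the paper takes each cell as a replicate; pooled in that way, myeloid cells numbered 429 in CON and 724 in LDP, 1.69 times as many, and 1.40 times as large a share of all cells. By rat the myeloid share went from 2.20 to 0.367% in rat 1, 1.59 to 0.697% in rat 2, 0.616 to 2.50% in rat 3 and 0.186 to 1.77% in rat 4. From the larger numbers the paper concludes that immune cells infiltrate the injured disc. Across rats the myeloid change has no common sign, and the adjusted edgeR p on cell numbers was 0.756; a share of all recovered cells also shifts when other cell types are recovered more or less well.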

The lymphoid cluster showed the largest difference in cell number between CON and LDP conditions, where the LDP samples had a cell count larger than 4.6× that of CON samples (*p* < 0.00001; Figure 5a). 

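LDP libraries held 4212 lymphoid cells and CON libraries 91, a ratio of 46.3 (38.4 as pooled shares). Because 3 CON libraries had none, the ratio rests on rat 1's CON cells alone; clustering each group apart gave 7.51 with Leiden, and with K-means 4599 LDP and 0 CON cells, which has no ratio. A measure free of clusters, Cd79b in any cell at 1000 UMIs, went from 0.403 to 5.15% of all cells (exact two-sided p = 0.200). In rats 3 and 4, where Cd79b had a UMI in 65.8% of lymphoid cells at that depth, endothelial cells, which lack the gene, showed it in 1.24%; the median depth was 1319 and 1860.5 UMIs in the lymphoid and 2111 and 2705 in the endothelial cells.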

For the myeloid cells, we performed statistical analysis on the expression level of the pan-macrophage markers (*Cd4*, *Cd14*, *Cd68*, and *Lyz2*), M1 polarization (*Tlr2*, *Tlr4*, *Cd80*, and *Cd86*), and M2 polarization (*Arg1*, *Mrc1* (*Cd206*), *Mrs1* (*Cd204*)) cell surface markers (Figure 5b–d). 

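Among myeloid cells at 1000 UMIs, the mean share with a UMI in CON and LDP was 10.8 and 11.6% for Cd4 (exact two-sided p = 0.800), 21.3 and 27.9% for Cd14 (p = 0.143, same test), 15.7 and 22.4% for Cd68 (p = 0.143) and 77.1 and 81.6% for Lyz2 (p = 0.600). With all UMIs the same shares were 26.9 and 31.5, 42.6 and 53.6, 40.6 and 52.6, and 85.0 and 90.1%. The cells behind them, CON and LDP, were 90 and 213 for Cd4, 158 and 352 for Cd14, 132 and 401 for Cd68 (the numbers printed in Fig. 5b), and 330 and 655 for Lyz2. As background, Cd14 had a UMI in 1.75 to 5.96% of IVD cells of these 8 libraries at 1000 UMIs; CON myeloid cells had a median depth of 2479 to 5328 UMIs and CON IVD cells 4226 to 7640. In myeloid cells alone limma gave log2 changes of 0.07, 0.61, 0.63 and 0.25, the smallest adjusted p being 0.437 over the list of markers.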

The number of cells expressing pan-macrophage markers (*Cd4*, *Cd14*, *Cd68*, and *Lyz2*), as well as their respective levels of expression, indicated increased macrophages and heightened activity (Figure 5b). Furthermore, the number of cells expressing the canonical M1 cell surface markers *Tlr2*, *Tlr4*, and *Cd80* were not different between groups, but the number of *Cd86*+ cells (*p* < 0.00001) and their expression were higher in the LDP group (Figure 5c) [39]. 

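Shares of myeloid cells at 1000 UMIs in CON and LDP were 3.96 and 4.77% for Tlr2 (exact two-sided p = 0.657), 1.29 and 0.948% for Tlr4 (p = 0.371, same test) and 1.53 and 1.92% for Cd80 (p = 0.743, same test), from 47 and 100, 17 and 27, and 23 and 31 cells, as printed in Fig. 5c. Cd86 is outside the gene list of the CON group at this time, so its CON share has no value and no test is possible. In LDP it had a UMI in 102 of 724 myeloid cells, the number in Fig. 5c, or a mean of 12.4% with all UMIs and 3.74 ± 0.996% at 1000, where IVD cells showed it in at most 0.0119%. The list of the CON group reaches down to genes in 44 of 42560 cells, so an unlisted gene can still have been present in CON cells, and the 0 of the figure is not a measured absence.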

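Arg1 had a UMI in 4 CON and 6 LDP myeloid cells, Mrc1 in 113 and 217 and Msr1 (the gene of CD204) in 82 and 178, all as printed in Fig. 5d. At 1000 UMIs the mean shares were 0.494 and 0.127% for Arg1 (exact two-sided p = 0.457), 16.2 and 15.4% for Mrc1 (p = 0.83, same test) and 9.13 and 7.99% for Msr1 (p = 0.629, same test). Msr1 with all UMIs was at 24.3 and 24.8%. The limma log2 change of Msr1 in myeloid cells was −0.22 (standard error 0.39, adjusted p over the list 0.738), with LDP higher in 2 of 4 rats, so the direction is undecided between rats.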

Despite the similarity in the number of cells expressing M2 polarization markers between LDP and CON groups, including *Arg1*, *Mrc1* (*Cd206*), and *Mrs1* (*Cd204*), the expression levels were either indistinguishable (*Arg1*, *Cd206*) or lower (*Cd204*) compared with the CON group (Figure 5d) [39,40].

For the lymphoid clusters, we likewise performed statistical analysis for the B lymphocytes (*Cd19*, *Cd79b*, *Blnk*, *Cd38*, *Cxcr4*) and T lymphocytes (*Cd3g*, *Cd4*, *Cd8b*) markers by assessing the number of cells that expressed them (Figure 5e,f). 

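By the authors' classes lymphoid cells exist in only 1 CON library at 2 weeks (rat 1, 91 cells), so no test between groups of rats is possible for genes within them. Counting all UMIs, Cd79b had a UMI in 85.7% of those cells and in 76.6% of the 4212 pooled LDP cells (3226). At 1000 UMIs the CON library stood at 37.9% for Cd79b and the mean of the 3 LDP libraries at 55.5%, which turns the order of the means around. LDP rats 3 and 4, at 64.3 and 67.4%, were above the CON library, and LDP rat 2, at 34.9%, was below it. Depth differs between these cells: the median was 5296 UMIs in the CON cells and 1687, 1319 and 1860.5 in those of LDP rats 2 to 4. Other genes differ as well. With all UMIs Mki67 was in 97.8% of the CON cells and 12, 14.9 and 16.5% of those of LDP rats 2 to 4. Igll1 was in 56.0% against 8, 9.96 and 12.3%. A difference in kind of lymphoid cell is therefore not excluded, and these shares do not compare like cells. In IVD cells of these LDP libraries (4993, 5557 and 7924 UMIs) Cd79b appeared in 0.168, 5.23 and 3.01%.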

B cell receptor and co-receptor, *Cd79B* and *Cd19* in LDP samples, showed greater levels of gene expression compared to CON cells, and were expressed in the majority of the lymphoid cells (Figure 5e). Markers of B lymphocyte subtypes, *Blnk*, *Cd38*, and *Cxcr4*, all showed significantly greater gene expression in LDP samples concurrent with large increases in cell numbers between CON and LDP at 2 weeks after surgery (Figure 5e). 

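Blnk had a UMI in 93.4% of the 91 CON lymphoid cells and 63.9% of the pooled LDP ones, Cd38 in 8.79 and 2.75%, and Cxcr4 in 63.7 and 56.4%. At 1000 UMIs the CON library gave 49.6, 2.07 and 24.2%, against LDP means of 44.5, 1.78 and 39.7%. Cells with both Cd79b and Blnk numbered 73 in CON and 8, 1375 and 814 in LDP rats 2 to 4, with Cd38 6 against 2, 52 and 38, and with Cxcr4 49 against 8, 1288 and 611; the LDP numbers add up to those printed in Fig. 5e. These cell numbers scale with the lymphoid class itself, and per lymphoid cell only Cxcr4 was higher in LDP at equal depth, without a test.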

As for T lymphocytes, the gene expression and numbers of cells expressing pan T cell markers, *Cd3g*, the T cell receptor, were both significantly increased (Figure 5f). 

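Cd3g had a UMI in 183 of 4212 LDP lymphoid cells, the number printed in Fig. 5f, which is 4.34% of them (mean 2.29% at 1000 UMIs), and in 0 to 0.0890% of the IVD cells of LDP rats 2 to 4 with all UMIs. Rat 4 had the highest share, 7.18%. Cd3g is outside the CON gene list at this time, so a rise from CON to LDP has no measured starting value.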

A small number of cells expressed *Cd4* or *Cd8b* subtype markers with significant increases in gene expression (Figure 5f).

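Within lymphoid cells Cd4 had a UMI in 0 of 91 CON and 3 of 4212 LDP cells, and Cd8b in 0 and 5, the LDP numbers of Fig. 5f. As shares of the pooled LDP cells these are 0.0712 and 0.119%. With 91 CON cells in 1 library, a share this small would most often give 0 cells, so the pair of numbers cannot separate the groups.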

#### Differential *Ngf* expression in IVD cells in LDP populations.

The number and marker expression of cells mapping to the IVD subclusters were evaluated between CON and LDP populations at 2 weeks after surgery. The number of cells expressing *Ngf* and *Ngfr* (p75NTR) and their relative expression were used to compare the IVD subclusters including the NP, IAF and OAF (Figure 5a,b). The Gene ontology functions ranked from top to bottom by enrichment score derived from Fisher’s exact test. The five most highly enriched processes identified by the Gene Set analyses were related to immune responses and associated regulatory processes (Figure 6c), consistent with the known infiltration of monocytes into the injured IVD post-surgical insult [41–43]. 

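Over the 4 rats the limma log2 changes with all cells of a library were 1.65 for Cd37 (standard error 1.13, adjusted p 0.670), 2.67 for Rag1 (1.72, 0.656), 2.18 for Blnk (1.64, 0.694) and 2.04 for Myb (1.50, 0.690). Rag1 and Myb were higher in 3 of 4 rats, Cd37 and Blnk in 2. Rag1 ranged from 0.88 without rat 3 to 4.92 without rat 1.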

Genes associated with the top three regulated processes were upregulated in LDP samples and that are large drivers of the observed results are *Cd19*, *Cd37*, *Rag1*, *Blnk*, and *Myb*, as T- and B-cell associated marker genes.

While few differences were observed in relative expression levels of *Ngf* across the subclusters for the LDP group, the number of cells expressing *Ngf* increased following injury (*p* < 0.00001; Figure 6a). In CON cells from the NP cell sub-cluster, just 7.9% of cells expressed *Ngf* which increased to 12.9% following injury (*p* < 0.00001). *Ngf* is believed to be important for promoting neurite infiltration into the otherwise avascular and aneural tissues of the NP [38]. In OAF cells, the incidence of *Ngf* expressing cells increased from 1.0% of cells in CON samples at 2 weeks after surgery to 3.8% of cells in LDP samples, a greater than three-fold increase (*p* < 0.00001). Additionally, the gene expression of *Ngf* was significantly higher for all cells in the OAF subcluster of LDP samples (*p* < 0.00001). Likewise, the expression of *Ngfr*, which encodes for p75NTR—a low-affinity receptor for *Ngf*, was elevated in the OAF of LDP samples. 

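The mean CPM of Ngfr in OAF cells was 7.59 in CON and 38.2 in LDP, with LDP rats 1 and 2 contributing the highest shares of Ngfr cells (3.35 and 4.57% at 1000 UMIs, against 2.05 and 2.01% in rats 3 and 4). In NP cells it stayed at 13.9 CPM in both groups. Joint clustering placed 377 of the 5202 OAF cells of LDP in a Schwann cluster and 374 in a pericyte cluster (3 and 9 of 4222 in CON); these held 227 and 59 of the 397 LDP cells with a UMI of Ngfr.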

Further, *Ngfr* was expressed in 2.3% of CON cells in the OAF sub-cluster increasing to 7.6% of cells expressed in the LDP injury group (*p* < 0.00001; Figure 6b).

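For Ngfr the OAF share at 1000 UMIs was 0.673 ± 0.239% in CON and 3.00 ± 1.22% in LDP (exact two-sided p = 0.0286, the smallest 4 against 4 libraries can give; adjusted over 8 tests 0.114; higher in 4 of 4 rats; paired sign-flip p = 0.125, the smallest for 4 pairs). With all UMIs it was 2.40 and 7.07%, and pooled 97 of 4222 (2.30%) and 397 of 5202 cells (7.63%), the numbers in Fig. 6b. Depth of OAF cells was alike, at 4434 and 4345 UMIs. NP and IAF cells showed no difference at equal depth: 1.33 and 1.34% (exact two-sided p = 0.971) and 1.53 and 1.52% (p = 0.971), while with all UMIs the CON and LDP means were 8.41 and 9.16% in NP and 4.52 and 5.59% in IAF cells. As background at 1000 UMIs, endothelial cells had it in 0.208 and 0.516% (median 2038 and 2282 UMIs) and immune cells in 0.551 and 0.769% (3357 and 1589). With subclusters drawn anew by K-means with 3 clusters on CON and LDP together the OAF shares were 0.802 and 3.25% (exact two-sided p = 0.0286), a difference of 2.45 points; by Leiden the difference was 0.164 points, and by K-means in each group apart −0.229. Counting only OAF cells that joint clustering places in the IVD class, a test chosen after the values were seen, the shares were 0.676 and 0.550% (exact two-sided p = 0.457).

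**Figure D3:**
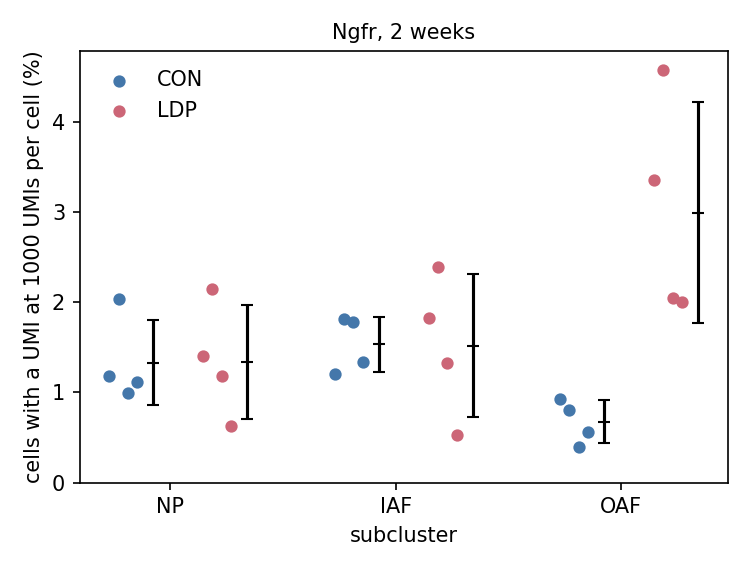
Share of cells with a UMI of Ngfr at 1000 UMIs per cell in NP, IAF and OAF cells at 2 weeks. Each point is 1 library, CON and LDP side by side, with the mean and standard deviation beside the points; in OAF cells the means are 0.673 and 3.00%.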

### 3.2. Cell Populations Identified in IVD Tissues from 8 Weeks Post-Surgery

#### Samples in control IVD tissues.

As described for samples harvested at 2 weeks post-surgery, unsupervised K-means clustering was applied to the CON group at 8 weeks post-surgery. 

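At 8 weeks the libraries came from rats 5 to 8, again with CON and LDP discs of the same animal, and the authors' filter, normalisation and clustering were those of the earlier time point. CON held 27064 cells, 4696 to 8176 per library (median 7096), with 36448817 to 45893838 UMIs per library (median 43002395), a median of 4671 to 7566 UMIs per cell and values for 14420 genes. LDP held 28283 cells, 2221 to 10134 per library (median 7964), with 17759809 to 67030022 UMIs (median 57899574), 6209 to 8092 UMIs per cell at the median and 14319 genes. No rat was sampled at both times, so time is compared between animals, 4 against 4. Whether LDP acts differently at the 2 times was tested on the 8 within-rat differences with the exact two-sided permutation test, and for genes with the interaction term of limma.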

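IVD shares in CON rats 5 to 8 were 80.6, 70.3, 96.7 and 94.3%, and lymphoid shares 7.77, 20.5, 0.703 and 0.109%. Cells without a class name were 9.80, 7.55, 1.87 and 5.13%. No cell carries the endothelial name, where 3 cells would have been 0.0367, 0.0387, 0.0639 and 0.0465% of a library. Clustering all 16 libraries together, planned for the reported shares and made an alternative after they were seen, found 949 endothelial cells in these 4 libraries, 99.7% of them among the cells without a name; Cdh5 had a UMI in 80.2% and Flt1 in 82.9% of them.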

The four identified clusters had a distribution of cell counts that was very similar across samples for the four CON samples at 8 weeks post-surgery (Figure 7a); note that the absence of a 5th identified cluster was related to a cluster (previously “endothelial cell cluster”) with no mapped cells within. Violin plots of marker genes expression levels for all cells within each cluster were used to define the majority cell type in each cluster (Figure S1). 

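Over the 4 CON libraries the mean shares were 85.5 ± 12.3% IVD (83.7% pooled), 1.16 ± 0.642% myeloid (1.25% pooled) and 7.28 ± 9.50% lymphoid (8.37% pooled), with 6.09 ± 3.39% unnamed. Rat 6 alone gave 1590 of the 2265 lymphoid cells.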

The IVD cells contributed to most of the cluster (~83.7%) of all CON cells (8 weeks), followed by myeloid (~1.2%) and lymphoid cells (~8.4%). These differences from samples at 2 weeks post-surgery reflect a natural aging of the spine in the rat.

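Against the CON libraries of 2 weeks, the change was −2.02 points for IVD (exact two-sided p = 0.800), −7.56 for endothelial (p = 0.0286, same test), 0.00856 for myeloid (p = 0.971) and 7.08 for lymphoid cells (p = 0.0857; 2.67 without rat 6). edgeR on cell numbers gave an adjusted p of 0.216 for lymphoid cells. The paper attributes these differences to natural aging. With endothelial cells named by joint clustering, the CON share was 7.55% at 2 weeks and 3.36 ± 1.25% at 8 weeks, so the fall to 0 depends on the naming. Age is not separated here from the other things that differ between the 2 sets of rats.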

#### Samples in degenerated IVD tissues.

Samples harvested from the LDP segments of the rats at 8 weeks post-surgery underwent unsupervised K-means clustering as described above, with the observation that five clusters provided for optimal separation of the data (Figure 7b). 

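Mean shares in the LDP libraries of rats 5 to 8 were 82.2 ± 15.9% IVD (87.5% pooled), 2.44 ± 0.638% endothelial (2.34% pooled), 0.954 ± 0.619% myeloid (0.852% pooled) and 5.80 ± 2.71% lymphoid (5.16% pooled). Rat 6 stood apart, with 59.1% IVD and 28.3% unnamed cells.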

The IVD cells contributed to most of the cluster (~87.4%), followed by endothelial cells (~2.3%), myeloid (0.8%) and lymphoid cells (~5.1%). Identification of cell populations within each cluster was based on known gene markers (Figure S2). These differences in sample numbers reflect the remodeling response to LDP at 8 weeks after surgery.

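At 8 weeks LDP differed from CON by −3.25 points for IVD (exact two-sided p = 0.714), 2.44 for endothelial (p = 0.0286, same test; paired sign-flip 0.125; higher in 4 of 4 rats), −0.202 for myeloid (p = 0.571; higher in 1 of 4) and −1.48 for lymphoid cells (p = 0.886; higher in 2 of 4, and 2.01 points without rat 6). The endothelial value rests on the absence of that name in CON; under joint clustering LDP was lower, by −1.47 points. The paper takes the differences as a remodeling response. The LDP effect differed between 8 and 2 weeks by −8.97 points for lymphoid cells (exact two-sided p = 0.229), −0.388 for myeloid (p = 0.686) and 3.83 for endothelial cells (p = 0.0286, adjusted 0.131 over 23 comparisons).

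**Figure D4:**
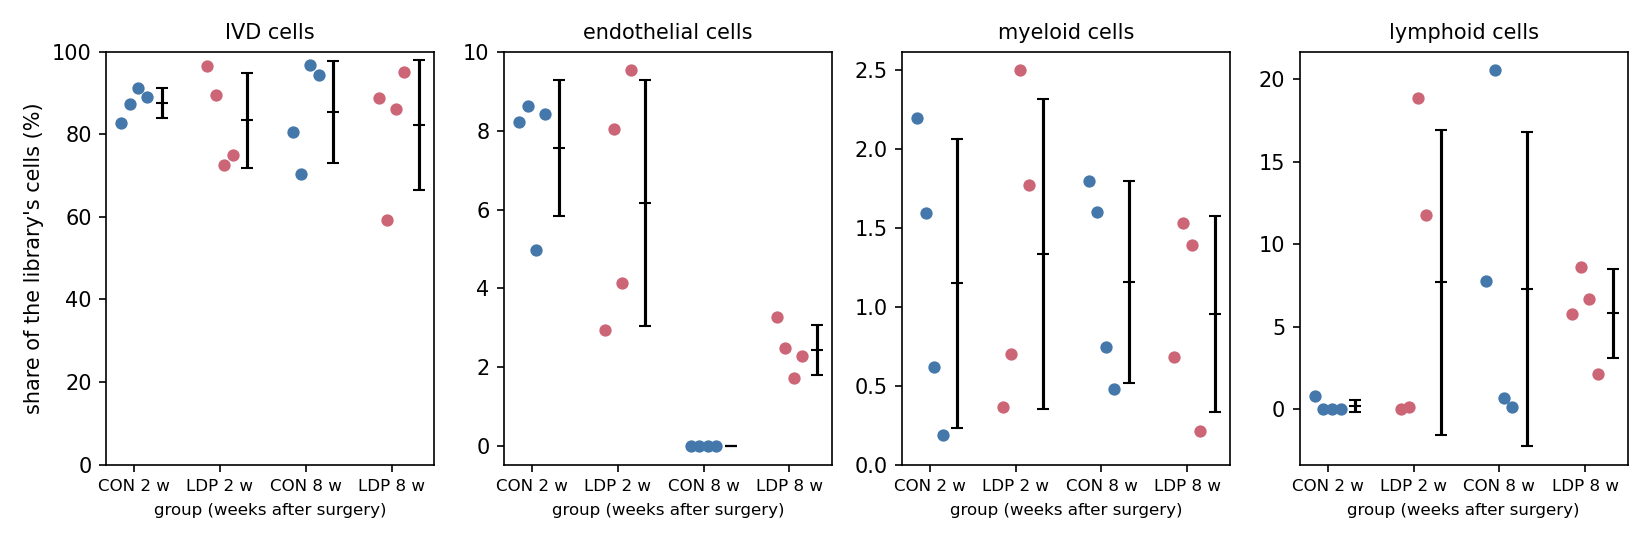
Share of cells of each class in each library, in percent. Each point is 1 library of 1 rat, grouped as CON and LDP at 2 and 8 weeks; lymphoid means are 0.193, 7.68, 7.28 and 5.80%.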

#### Differential gene expression between LDP and CON samples on a subject-specific basis.

Differential gene expression between CON and LDP cells at 8 weeks after surgery demonstrated that 86 genes were significantly upregulated in LDP compared to CON, while 128 genes were more highly expressed in CON than in LDP samples (representative plot shown for sample #8 in Figure 6c). 

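Rat 8 had 75 genes at least 2-fold higher and 123 lower in LDP; rats 6 and 7 had 380 and 404 higher, and rats 5 to 7 had 1268, 337 and 181 lower. Across rats limma called 1 gene higher (Hoxd10, log2 change 2.63, standard error 0.23, adjusted p 0.00858; 0 without rats 5, 6 or 8) and 0 lower; at unadjusted p below 0.05 there were 257 higher and 857 lower, 23.1% higher, and edgeR with TMM had 46.6% higher. edgeR with TMM called 1 higher and 1 lower, edgeR without scaling 2 and 1, and DESeq2 102 and 108 (15 and 15 at 0.001 and also over 2-fold apart).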

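The limma log2 changes at 8 weeks were 0.88 for Blnk (adjusted p 0.871), 1.33 for Cd79b (0.819), 1.05 for Myb (0.833), 0.92 for Rag1 (0.872) and 0.41 for Cecr2 (0.936); LDP was higher in 3 of 4 rats for Cd79b and in 2 for the others. Of the 25 immune genes listed at 2 weeks 22 were higher, with a median of 0.77 that fell to 0.14 without rat 7; the smallest adjusted p over all genes was 0.717. In IVD cells alone their median was −0.34.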

A subset of 25 genes was identified as commonly upregulated in LDP compared to CON samples and used to generate a heat map, showing that the majority of genes identified were associated with cells of the immune system, including *Blnk* and *Cd79b* used to identify immune cells, along with *Myb*, *Rag1*, and *Cecr2*. These findings point to similarities in upregulated genes at the 2 and 8 weeks timepoints after LDP surgery; however, the identification of a lower number of upregulated genes and lesser fold effect changes suggest that the dramatic differences observed at 2 weeks after surgery in LDP cells may reflect an acute response to the injury.

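The median log2 change of the 25 named genes was lower at 8 weeks than at 2, but the spread between rats is wider than that step: rats 5 to 8 had −0.56, −1.15, 2.78 and 1.97. No gene had an interaction of time and LDP at adjusted p below 0.05 with limma (0 of 12199), edgeR with TMM or DESeq2. From fewer genes and smaller changes at 8 weeks the paper proposes an acute response at 2 weeks. The number of genes at least 2-fold higher does not order the time points, being 31 to 626 at 2 weeks and 75 to 404 at 8 weeks.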

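In the LDP libraries at 8 weeks the class with the highest mean CPM was lymphoid for 19 of the 25 named immune genes, myeloid for 3, endothelial for 2 and IVD for 1.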

The heatmap shows that the upregulated genes mostly belong to the lymphocyte cluster (Figure 7d). Therefore, we explore the presence of B and T lymphocyte-specific markers within the lymphoid clusters. 

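Both groups have lymphoid cells in 4 libraries at 8 weeks, so rats can be compared. At 1000 UMIs Cd79b had a UMI in 40.2% of CON and 48.4% of LDP lymphoid cells (exact two-sided p = 0.114; higher in 4 of 4 rats; 61.9 and 73.7% with all UMIs). limma on lymphoid cells gave a log2 change of 0.47 for Cd79b (adjusted p 0.815). In rat 8, the sample of Fig. 8b, CON held 7 lymphoid cells, 4 with Cd79b, and LDP 193, with Cd79b in 137, as printed there. IVD cells of the CON libraries showed Cd79b in 0.176 to 3.03%; lymphoid depth was 1581 to 2344 UMIs and IVD depth 5162 to 7667.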

B cell receptor and co-receptor, *Cd79b* and *Cd19* in LDP samples, showed greater levels of gene expression compared to CON cells, and were expressed in the majority of the lymphoid cells (Figure 8b). 

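Per lymphoid cell at 1000 UMIs, CON and LDP shares were 42.4 and 43.6% for Blnk (exact two-sided p = 0.857), 3.06 and 2.42% for Cd38 (p = 0.714, same test) and 46.0 and 40.9% for Cxcr4 (p = 0.543, same test). limma log2 changes in lymphoid cells were −0.04, −0.03 and −0.27, each with an adjusted p of at least 0.815. The direction depends on the tool: of 6 lymphoid markers limma had 3 lower in LDP, and edgeR with TMM and DESeq2 each had 1 lower. Numbers of lymphoid cells with a UMI in CON and LDP were 1572 and 942, 83 and 86, and 1666 and 945. In rat 8 cells with Cd79b and a second marker numbered 4 and 114 for Blnk and 1 and 18 for Cd38, as in Fig. 8b, and 2 and 70 for Cxcr4; that animal's rise from 7 to 193 lymphoid cells is not shared by rats 5 and 6, whose lymphoid share fell.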

*Blnk*, *Cd38*, and *Cxcr4* all showed significantly greater gene expression levels in LDP samples concurrent with large increases in cell numbers between CON and LDP at 8 weeks after surgery (Figure 8b). As for T lymphocytes, the only gene expression is related to *Cd3g* with zero expression level for *Cd4* and *Cd8b* in both CON and LDP (Figure 8c). These data suggest that the lymphocytes cluster is almost composed of B cells by less sign of T cells with respect to 2 weeks.

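Cd3g had a UMI in 55 of 2265 CON and 103 of 1460 LDP lymphoid cells, or 1.50 and 2.65% at 1000 UMIs (exact two-sided p = 0.40; 2.75 and 6.86% with all UMIs). Cd4 had 0 in either group, and Cd8b 3 cells in CON and 2 in LDP. For rat 8, 14 LDP cells had Cd3g, as printed in Fig. 8c. Taken over the 2265 and 1460 cells, Cd8b is in 0.132 and 0.137%.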

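Pooled over LDP libraries, lymphoid cells with a UMI of Cd79b were 72.0% and with Cd3g 7.05% at 8 weeks, against 76.6 and 4.34% at 2 weeks, so the share with the T-cell gene was not lower at the later time. The paper infers a B-cell cluster with less sign of T cells than before.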

Gene set analyses revealed the five most highly significant processes identified point to B cell activation, receptor signaling, and differentiation (Figure 8a). Genes associated with the top three regulated processes that were found to be upregulated in LDP samples and that are large drivers of the observed results are *Cd19*, *Cd7bB*, *Rag1*, *Blnk*, *Dppr4*, *Il7r*, *Lef1*, and *Myb*.

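At 8 weeks and with all cells, limma gave log2 changes of 0.82 for Il7r (standard error 0.82, adjusted p 0.756) and 0.90 for Lef1 (1.04, 0.789), each higher in 3 of 4 rats. For Rag1 the change ran from 0.12 without rat 7 to 1.73 without rat 6. In IVD cells alone Rag1 was −0.70, Myb −0.45 and Lef1 0.21 (adjusted p 0.584, 0.618 and 0.772).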

## 4. Discussion

Cells were isolated from the degenerated IVDs from a widely used rat model of lumbar disc puncture [24–28,44]. Single-cell RNA-seq was then performed on over 149,282 non-degenerate and degenerate IVD cells harvested from two timepoints following surgery to allow the progression of IVD degeneration. In brief, we identified four major cell types in the non-degenerate and degenerative IVD tissues ofc 2 weeks following surgery, based on the identification of genes previously identified as “classical” cell-specific markers [15]. For example, IVD cells are closely clustered around classical “chondrocyte-like” markers including *Acan*, *Col2a1*, *Sox9*, *Comp*, and *Fmod*. The cell classifications here in the master clustering and sub-clustering schemes for IVD cells from CON populations are consistent with a subset of those identified previously for NP cells; differences in cell identities were not noted between CON populations at 2 and 8 weeks following surgery, only differences in cell numbers mapping to each cluster.

Initial results that showed over 80% of all cells were identified as IVD cells at both 2 and 8 weeks, similar to a prior study showing that up to 99% of all sequenced cells mapped to a common transcriptomic profile [5]. The IVD cluster was then sub-clustered into NP, IAF, and OAF cells. For the markers chosen here for cell identification, the analysis revealed the absence of any singular genes that are specific to each subcluster. Rather, IVD cell type identification requires a set of genes that are either more or less highly expressed when compared to their spatial counterparts. Classical markers of IVD cells such as *Acan*, *Col1a1*, and *CoL2a1* and some NP-specific markers such as *Cd24* were useful to support the sub-clustering scheme; however, expression levels exhibited a continuous distribution from inner to outer IVD. Prior studies have sometimes attempted to anatomically isolate NP tissues from adjacent inner AF prior to performing sc-RNA-seq analyses, yet yield the same outcome [5,20,22,45], indicating the spatial overlapping nature of these tissues and the transition between cell populations in the IVD exists in a continuum. Instead, we found additional gene markers including *Igfbp5*, *Igfbp6*, *Lum*, *Myoc*, and *Fibin* useful as supplements of the “classical” markers used to separate outer AF from NP populations within the IVD [5].

In the current study, effort was taken to evaluate sample-specific variability in the clustering results for the CON populations at each time point (e.g., Figure 2c). Studies that pool multiple tissue levels across animals to procure sufficient cells for a single sample for RNA-sequencing may be susceptible to one sample disproportionately driving the clustering outcome. While we had differences in cell yields between rats, the clustering scheme was valued for its ability to produce repeatable results across animals (e.g., 82–92% of all cells mapping to IVD cluster. Approaches that define correlation analyses for clustering schemes as used by Calio and co-workers [16] would be a useful addition to all sc-RNA-seq analyses that employ multiple tissues from multiple subjects.

With LDP, differences were observed in the numbers of cells associated with each identified cluster. We observed that the LDP samples contained 1.5 times more myeloid cells than CON tissue and that macrophages were the most prominent immune subtype present in the myeloid cluster (Figure 3c; Figure 5b). Macrophages have been shown to infiltrate the herniated or injured disc in multiple species [23,42,46–50]. Accordingly, *Cd4* is a pan-macrophage marker in rats [51], *Cd68* is involved in antigen presentation [52,53], *Cd14* is essential for macrophage phagocytosis [54], and *Lyz2* is important for bacteriolysis [55]. In the LDP group, there were increased proportions of *Cd4*+ (*p* < 0.00001), *Cd14*+ (*p* < 0.05), *Cd68*+ (*p* < 0.00001) and *Lyz2*+ (*p* = 0.05) cells. Analysis of gene expression levels for each marker showed few differences in expression levels for these macrophage markers between CON and LDP groups, despite the higher numbers of cells expressing each marker in the LDP samples compared to CON (Figure 5b).

Macrophages can also undergo polarization into the classically activated pro-inflammatory phenotype, M1, or the alternative anti-inflammatory phenotype, M2 [39,56]. They have a remarkable range of cellular functions that can be elicited during tissue injury and repair dependent upon macrophage polarization within the affected tissue [57]. M1-type macrophages are classically activated and differentiation is stimulated by IFNγ to secrete pro-inflammatory cytokines such as IL6, IL12, and TNFα. M2-type macrophages are alternatively activated macrophages, and their differentiation is stimulation by IL4 produced by Th2 T lymphocytes. Their roles are to secrete anti-inflammatory cytokines and factors such as Arginase 1, IL10, and aid in wound healing, tissue repair, and regeneration. The myeloid cluster was highly enriched for both M1 macrophages and M2 macrophages at 2 weeks post IVD injury (Figure 5c,d). While both M1 and M2 macrophage markers are present, there is a significantly higher expression for *Cd86* (M1) and significantly lower expression for *Arg1* (M2) genes, suggesting a shift towards M1, or pro-inflammatory state with LDP at 2 weeks post-injury. This shift away from the M2 phenotype is consistent with the observations in the human degenerate nucleus pulposus cells that exhibited declining M2 proportion with increasing degeneration severity. Single-cell transcriptomic analyses of the human IVD cells show also the increasing activation of immune recruitment pathways during degeneration, demonstrating the robust interactions between the immune system and the degenerating IVD.

Our study here also identified the increased activation of B- and T-lymphocytes two weeks into the degenerative process. The majority of the top 25 commonly upregulated genes were in the myeloid and lymphoid clusters, and gene analysis led to the intriguing discovery that over 80% percent of those genes were highly enriched in lymphoid cell lineages. Notably, B cell-associate gene markers were the most represented group (40%: *Pika3p1*, *Rdac2*, *Blnk*, *Syk*, *Ikzf3*, *Mzb1*, *Cd19*, *Mybl1*) while the T cell-associated gene markers were slightly less prominent (25%: *Cyfip2*, Lef1, *Mybbp1a*, *Prag1*, *Myb*). Several gene markers were expressed in both T- and B- cells (35%: *Ptprcap*, *Sash3*, *Rag1*, *Top2a*, *Mybl2*, *Cd53*, *Laptm5*) (Figure 4d). B-lymphocyte specific markers included *Blnk*, *Rac2*, and *Pik3ap1*, which are involved in receptor signaling; *Syk*, *Cd72*, *Ikzf*, and *Cd19*, which are involved in differentiation and proliferation; and *Mzb1*, *Mybl1*, which are involved in antibody production and secretion. Due to the large presence of lymphocyte genes, we checked for the presence of B and T lymphocyte specific markers within the lymphoid clusters to confirm these immune cell types were present. B cell co receptor and receptor, *Cd19* and *Cd79b*, were present along with *Blnk*, which plays a role in B cell maturation; *Cd38*, which is expressed on B cell progenitors and plasma cells [58,59]; and *Cxcr4*, which plays a role in B cell activation and trafficking (Figure 5e) [60]. T lymphocytes cell receptor, *Cd3g*, had increased gene expression levels and an increase in cell number. Interestingly, only a small number of cells expressed *Cd4*, helper T cells, or *Cd8b*, cytotoxic T cells, emerged as identifiable in the LDP samples (Figure 5f).

Macrophages are capable of expressing cytokines that activate T-cells so that we examined T-cell specific markers for the incidence and genotype of T-cells. Notable T cell-specific markers were *Cyfip2*, needed for T cell adhesion; *Lef1*, required for IL17A expressing T cell maturation; and *Myb*/*Mybbp1a*, which are involved in T cell differentiation. Five genes were highly expressed in both B and T lymphocytes and regulate a range of functions such as cell adhesion and migration, *Cd53*; antigen receptor signaling, *Ptprcap* and *Sash3*; and VDJ recombination, *Rag1*, and *Top2a*. Though T-lymphocytes have been found in degenerating human IVDs [5], the presence of B-lymphocytes, which accounts for the majority of the highly expressed genes in the LDP population (e.g., *Cd72*, *Blnk*, *Syk*, and *Rag1*) has yet to be described during degeneration (Figure 5e,f). The involvement of immune cells and hematopoietic cells in the LDP tissue suggests that cell infiltration and differentiation were promoted by the surgical stab injury [14]. The role of lymphocytes after tissue injury had not been studied extensively; recent studies in bone fracture healing show clear roles for lymphocytes in mediating the tissue response after injury [61]. In bone fracture healing, lymphocytes were observed to infiltrate the injury site in a temporal fashion where they initially infiltrate the tissue early during the inflammation process, by 3 days post-injury, then leave and return after the peak inflammation window has passed and tissue proliferation has begun, around 14 days post-injury [61]. Lymphocytes function in the inflammation process by recruiting antigen-presenting cells, secreting cytokines to help mediate the inflammatory response, and secreting growth factors to aid in regeneration [61,62]. We also observed that lymphocytes persisted up to 8 weeks post injury (Figure 8a,b; Table 1). B-lymphocytes act as antigen-presenting cells and dampen the inflammatory response by promoting Treg survival and secreting IL10 [62]. The lymphoid cluster contained *Cd79b*/*Cd38* positive mature B-lymphocytes [59], and the presence of *Cd79b*/*Cxcr4* positive B-lymphocytes indicates activation and trafficking (Figure 5e,f) [60]. T-lymphocytes, in contrast, modulate antigen presenting macrophages, and regulate the inflammatory response with specific subtypes such as *Cd4* positive Tregs [63]. *Cd4* positive T-lymphocytes are associated with tissue repair after injury due to eliciting immunomodulatory effects, while cytotoxic *Cd8* positive T cells have been shown to have a negative effect on repair [61]. We observe *Cd3g* broadly expressed in T-lymphocytes, *Cd3g/Cd4* expression in T-lymphocytes helper cells, and *Cd3g/Cd8* expression in cytotoxic T-lymphocytes (Figure 5e,f). Our data here reveal a novel role for B-lymphocytes in concert with T-lymphocytes as part of the immune cascade during degeneration that persists in both our model here and in humans. Moreover, the immune markers, such as *Myb*, *Blnk*, and *Cd53*, remain similar over time for CON and LDP, suggesting that this is a sustained, progressive response due to degeneration rather than the acute trauma of the injury.

In addition to the described differences in cell number and gene expression between cells within the clusters of control and degenerative IVDs, we observed changes in *Ngf* levels and expression patterns for IVD cell sub-clusters with IVD degeneration. Both *Ngf* and *Ngfr* (encoding for p75NTR) were increased in expression levels in OAF cells, and the number of OAF cells expressing *Ngfr* was also increased. Additionally, NGF is pro-angiogenic that upregulates VEGF, and indirectly recruits endothelial cells [64]. Sustained NGF sensitizes innervating primary afferent neurons to produce hyperalgesia [65] via upregulated NGF receptor expression in ganglion neurons [66], and promotes the expression of substance P, calcitonin gene-related peptide, and neuronal ion channels that may lead to long-term adaptive effects on nociceptors [67,68]. Moreover, NGF binding to its receptor can regulate collateral sprouting of sympathetic fibers to dorsal root ganglion neurons that may relate to the maintenance of sensitization or chronic pain. Indeed, a prior study of this LDP model in the rat revealed elevated protein expression for the NGF receptors TrkA and p75NTR in the innervating dorsal root ganglion neurons [44]. Secreted NGF can also drive the growth and differentiation of both B- and T-lymphocytes [69,70] in a pattern consistent with the elevated expression of these cell populations in the LDP samples.

A limitation of the current study is the absence of PCR confirmation of identified targets as performed in some prior studies [5,15,22]. As our interest was in numerically minor cell types involved in IVD degeneration, rather than phenotyping cells derived from discrete regions of the IVD, both immunolabeling and bulk-PCR proved difficult with remaining sample-specific tissues. Future work would be needed to design a surgical approach that made use of more lumbar levels, or other strategies such as flow cytometry, to support the collection of tissues and cells so that bulk-PCR or immunolabeling could be used to confirm the current findings. As is, the clear corroboration of clustering schemes that supported the use of “classical” cell-specific markers in the rat as used by Wang and co-workers [15], and the consistency observed in clustering results across four distinct rat subjects provides some measure of confidence and consistency to support the results provided here.

In summary, this study of single-cell RNA-seq in a rat model of IVD degeneration demonstrated changes in the numbers of cells associated with immune cell populations, with increased infiltration of B-lymphocyte and macrophage subsets into the IVD, particularly in early degeneration. While the surgical stab of the IVD undoubtedly provoked the release of soluble factors [71] that support endothelial cell infiltration, neurite invasion, and the activation of infiltrating monocytes that lead to neuronal sensitization and the identification of B- and T-lymphocytes as shown here, the results also point to a region-specific increase in the number of cells expressing *Ngf* and *Ngfr* (p75NTR) and associated transcriptional expression that may be one of the key findings that support the development of progressive IVD degeneration following stab injury to the IVD in this model and to annulus injury in the human. Most notably, there was a large presence of B-lymphocytes, which accounts for the majority of the highly expressed genes in the LDP population. These findings provide the basis for future work to investigate immune cell cross-talk and sub-type specificity during IVD degeneration.

## Supplementary Material

Supplemental file

## Figures and Tables

**Figure 1.**
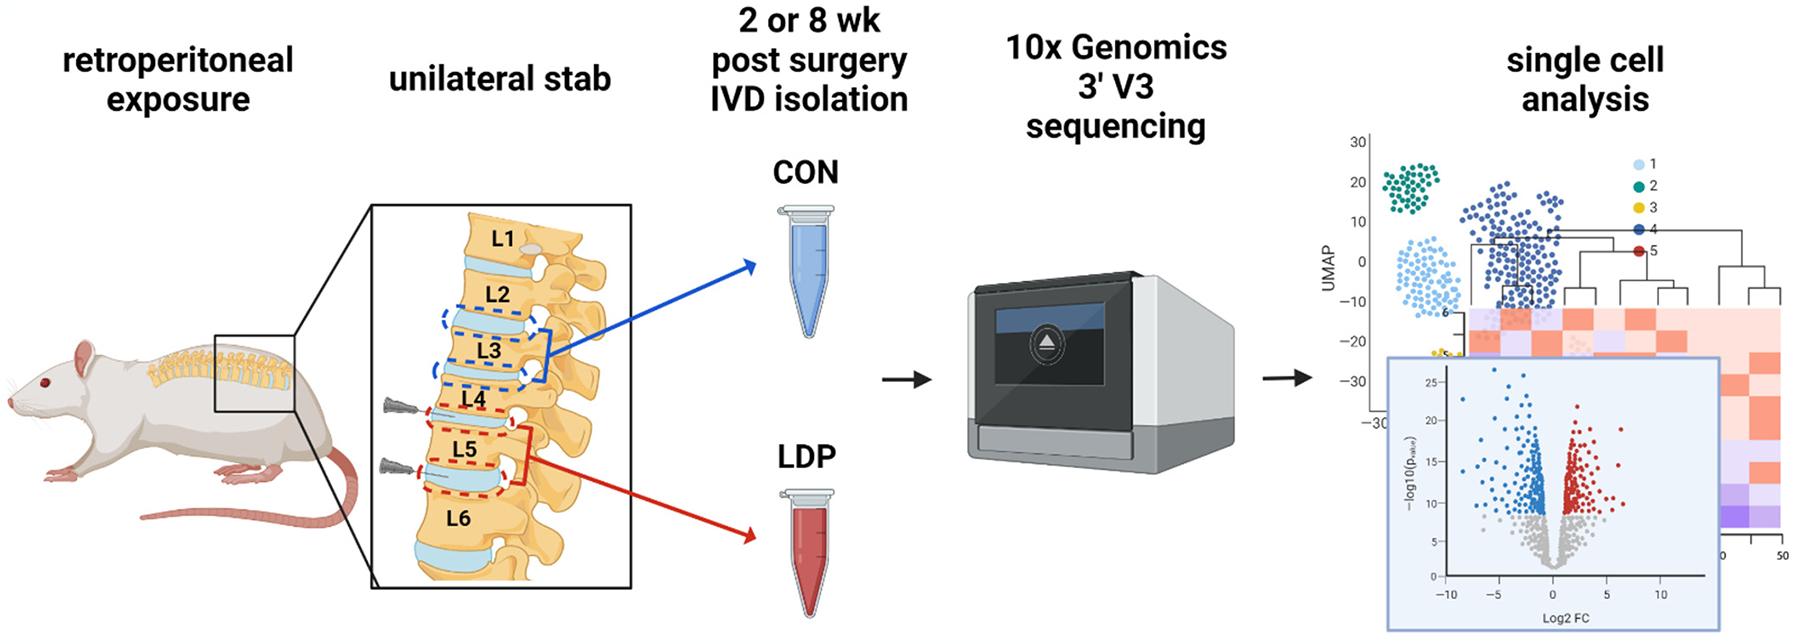
Flowchart depicting an overview of the single-cell RNA-seq experimental design.

**Figure 2.**
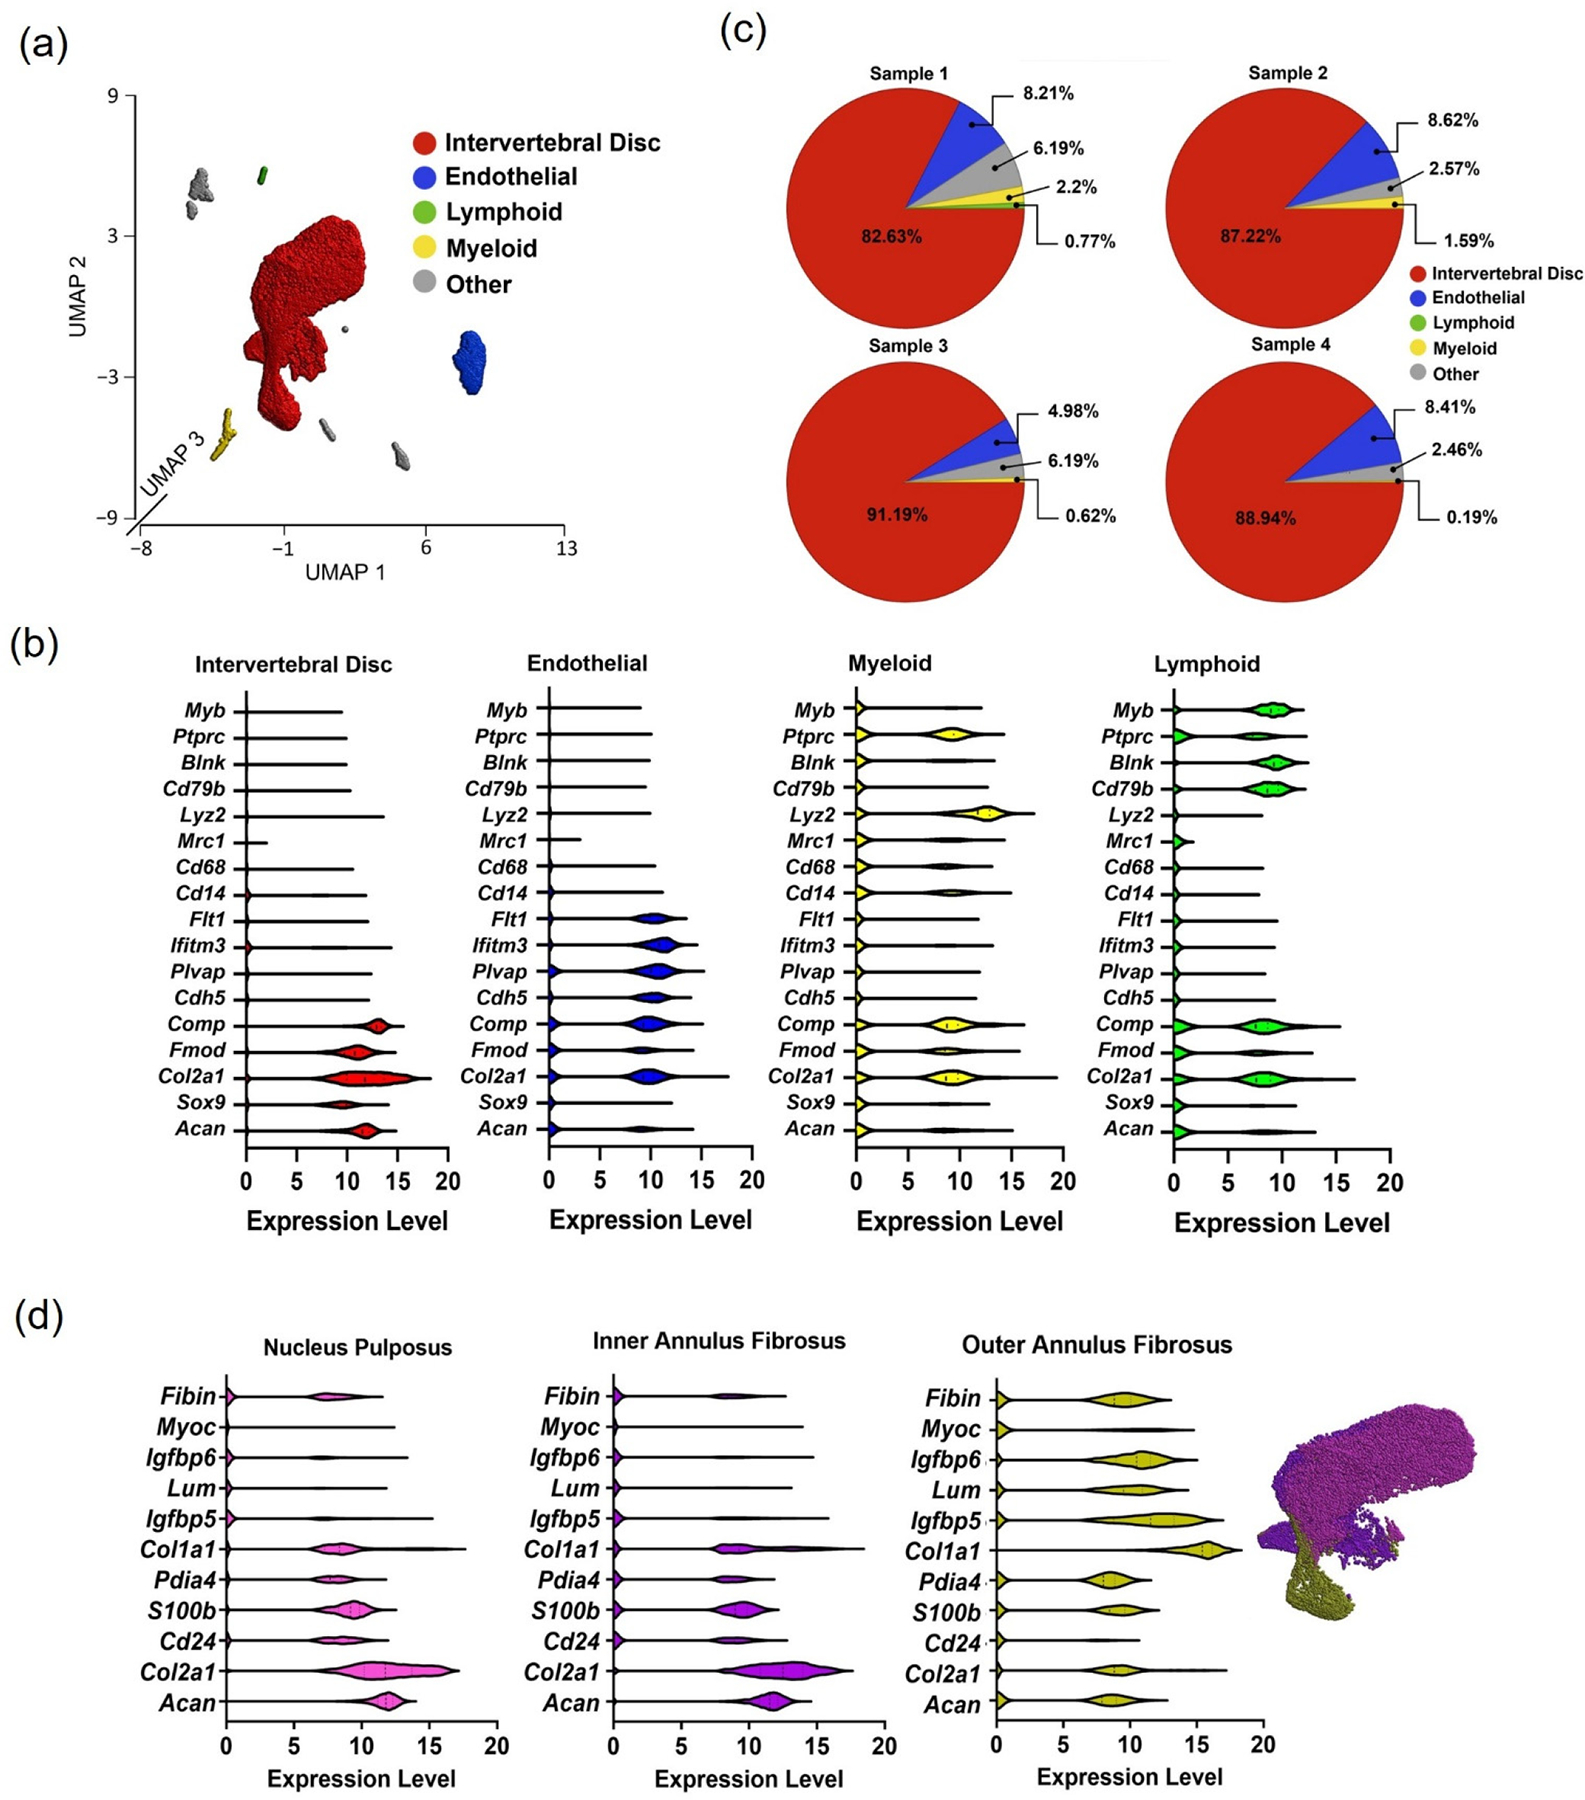
(**a**) UMAP plot representation of five cell types within CON group at two weeks after surgery. (**b**) Expression levels of marker genes within intervertebral disc cells, endothelial cells, myeloid, and lymphoid cells. (**c**) Pie chart showing the distribution of each cell analyzed for the four rat samples in the CON group. (**d**) The expression level of marker genes for three subclusters of intervertebral disc cells: nucleus pulposus, inner annulus fibrosus, and outer annulus fibrosus.

**Figure 3.**
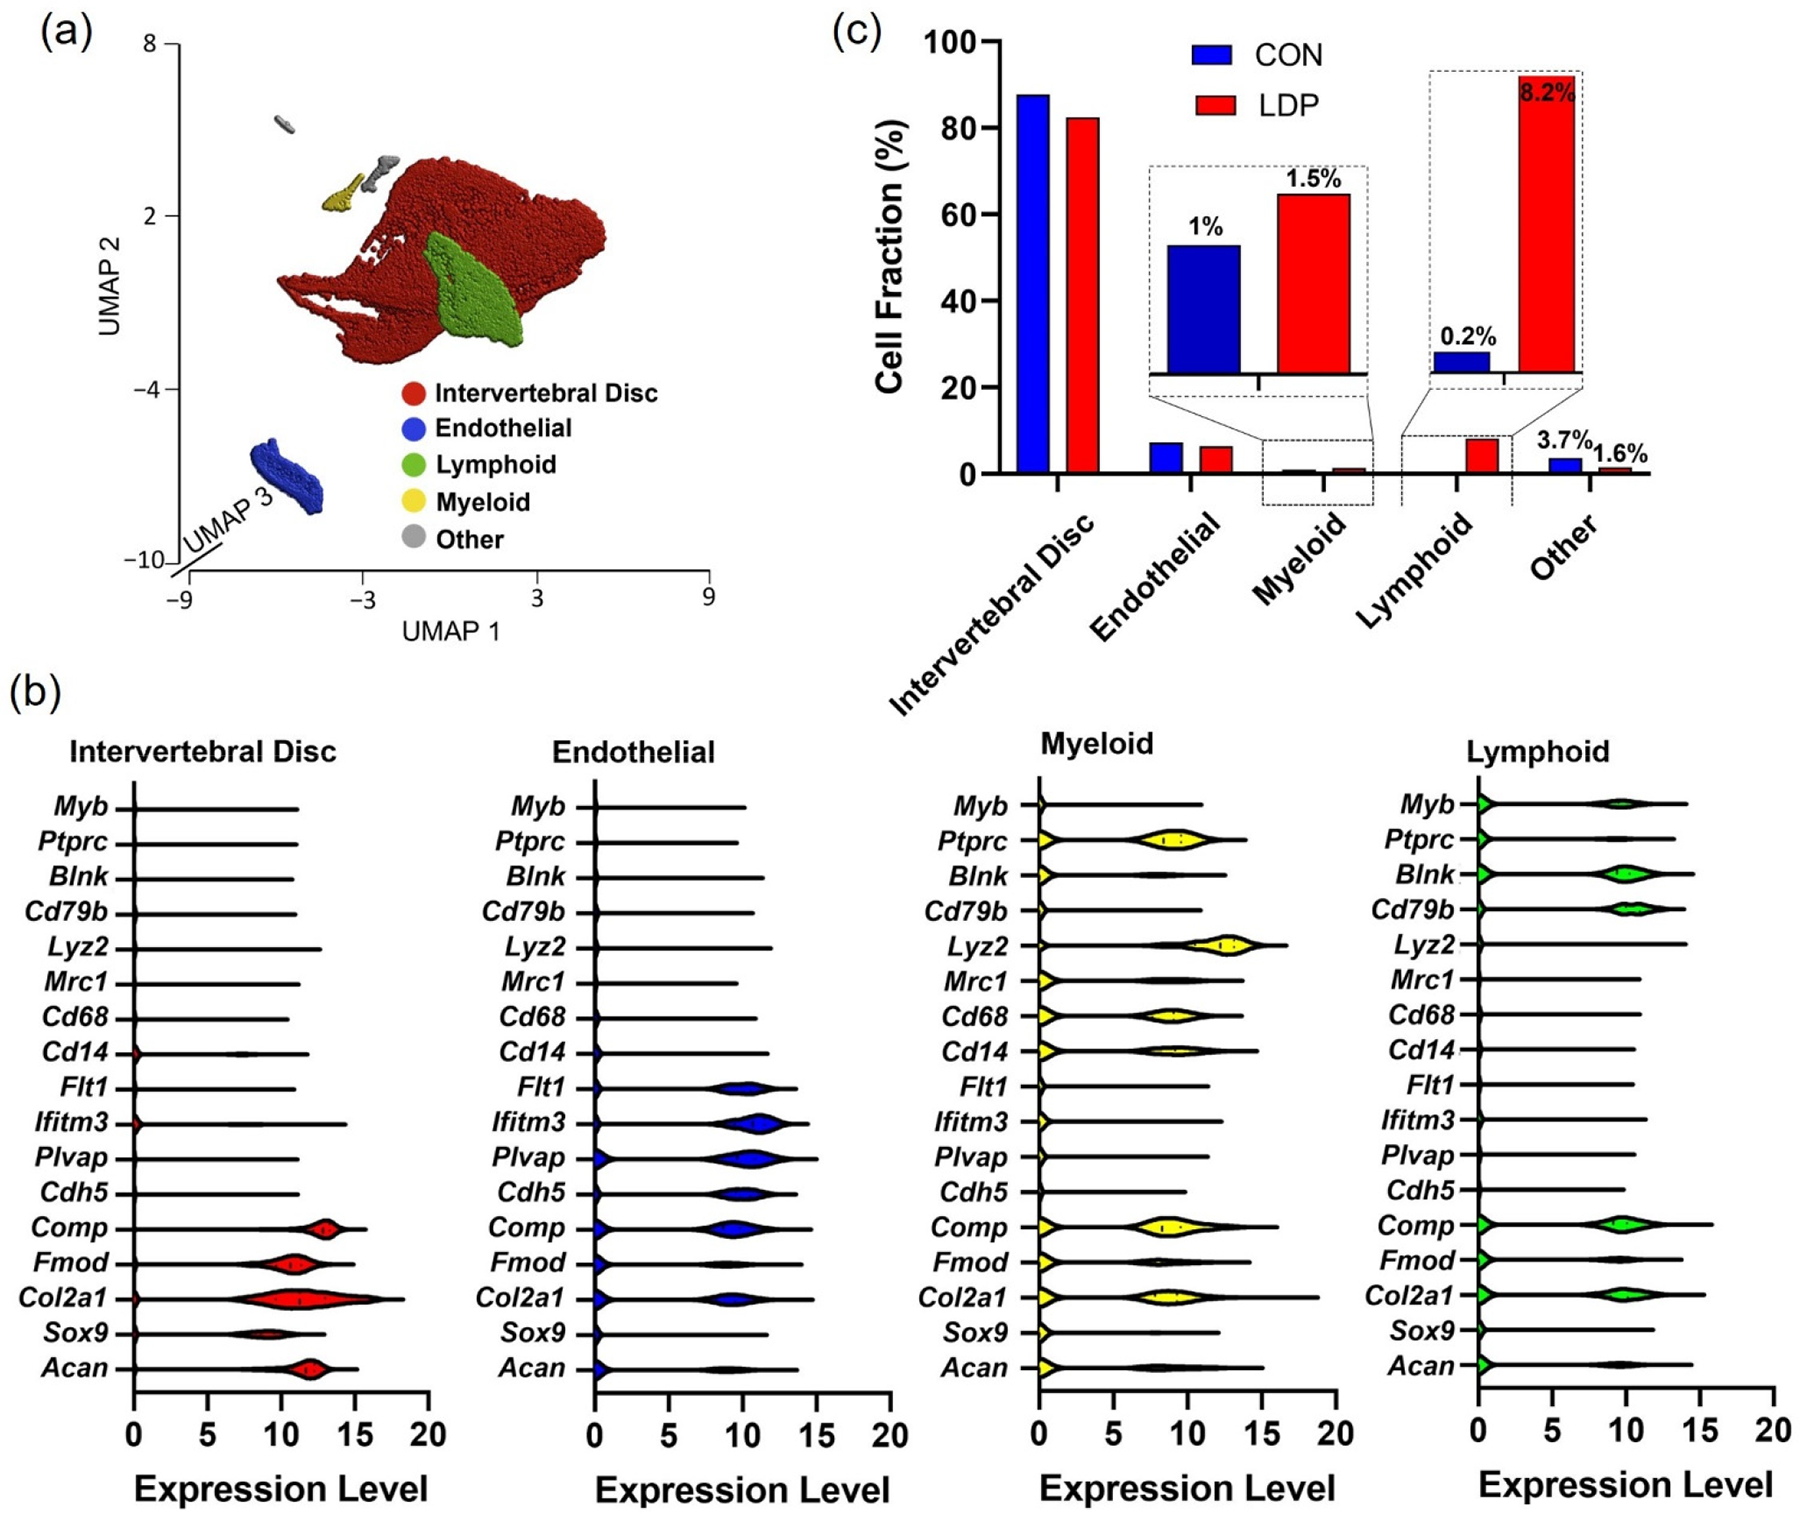
(**a**) UMAP plot representation of five cell types within the LDP group at two weeks after surgery. (**b**) The expression level of marker genes within intervertebral disc cells, endothelial cells, myeloid, and lymphoid cells in LDP groups at two weeks after surgery. (**c**) Percentage of all analyzed cells mapped to each cell type for CON and LDP groups at two weeks after surgery. Inset provided to highlight apparent differences in CON and LDP groups for immune cell populations.

**Figure 4.**
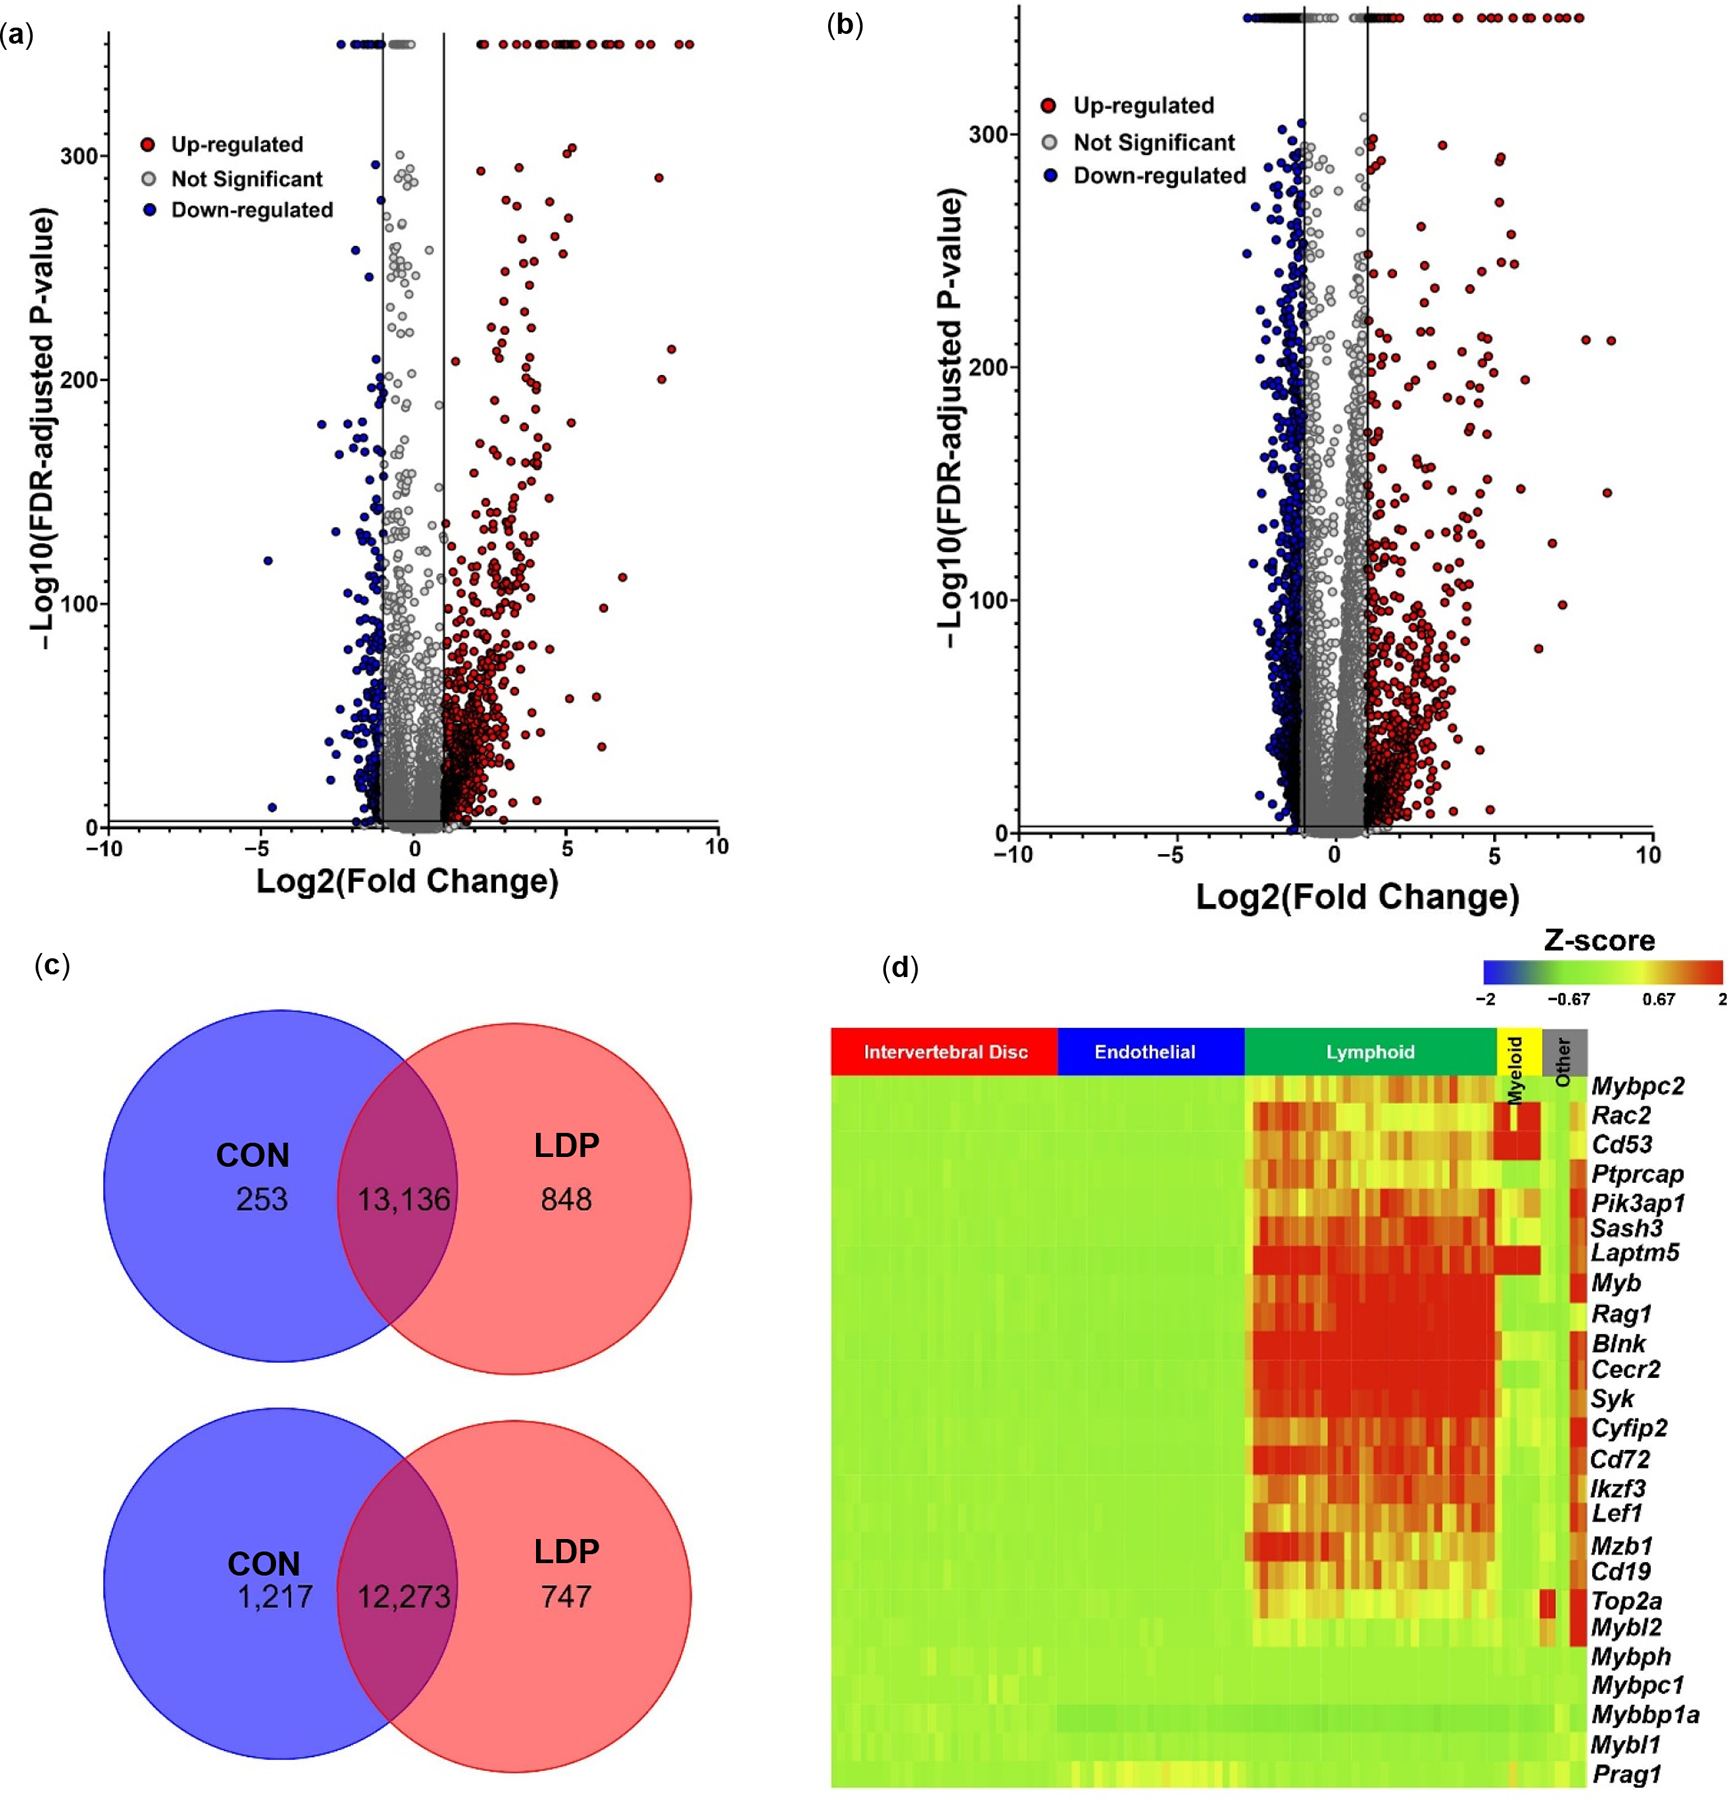
Volcano plot depicting specimen-specific differenti gene expression between CON and LDalP cells at two weeks after surgery. Two representative samples are shown—(**a**) sample 3 (left) and (**b**) sample 4 (right) (Red dots represent genes expressed at higher levels in the LDP group while blue dots represent genes with higher expression levels in CON group) (**c**) Venn diagram represents the total number of commonly upregulated and downregulated genes for LDP and CON cells in across multiple samples (i.e., samples 3 and 4 here). (**d**) Heatmap showing the pattern for a subset of commonly upregulated genes with LDP compared to CON groups as a function of cell grouping (*x*-axis).

**Figure 5.**
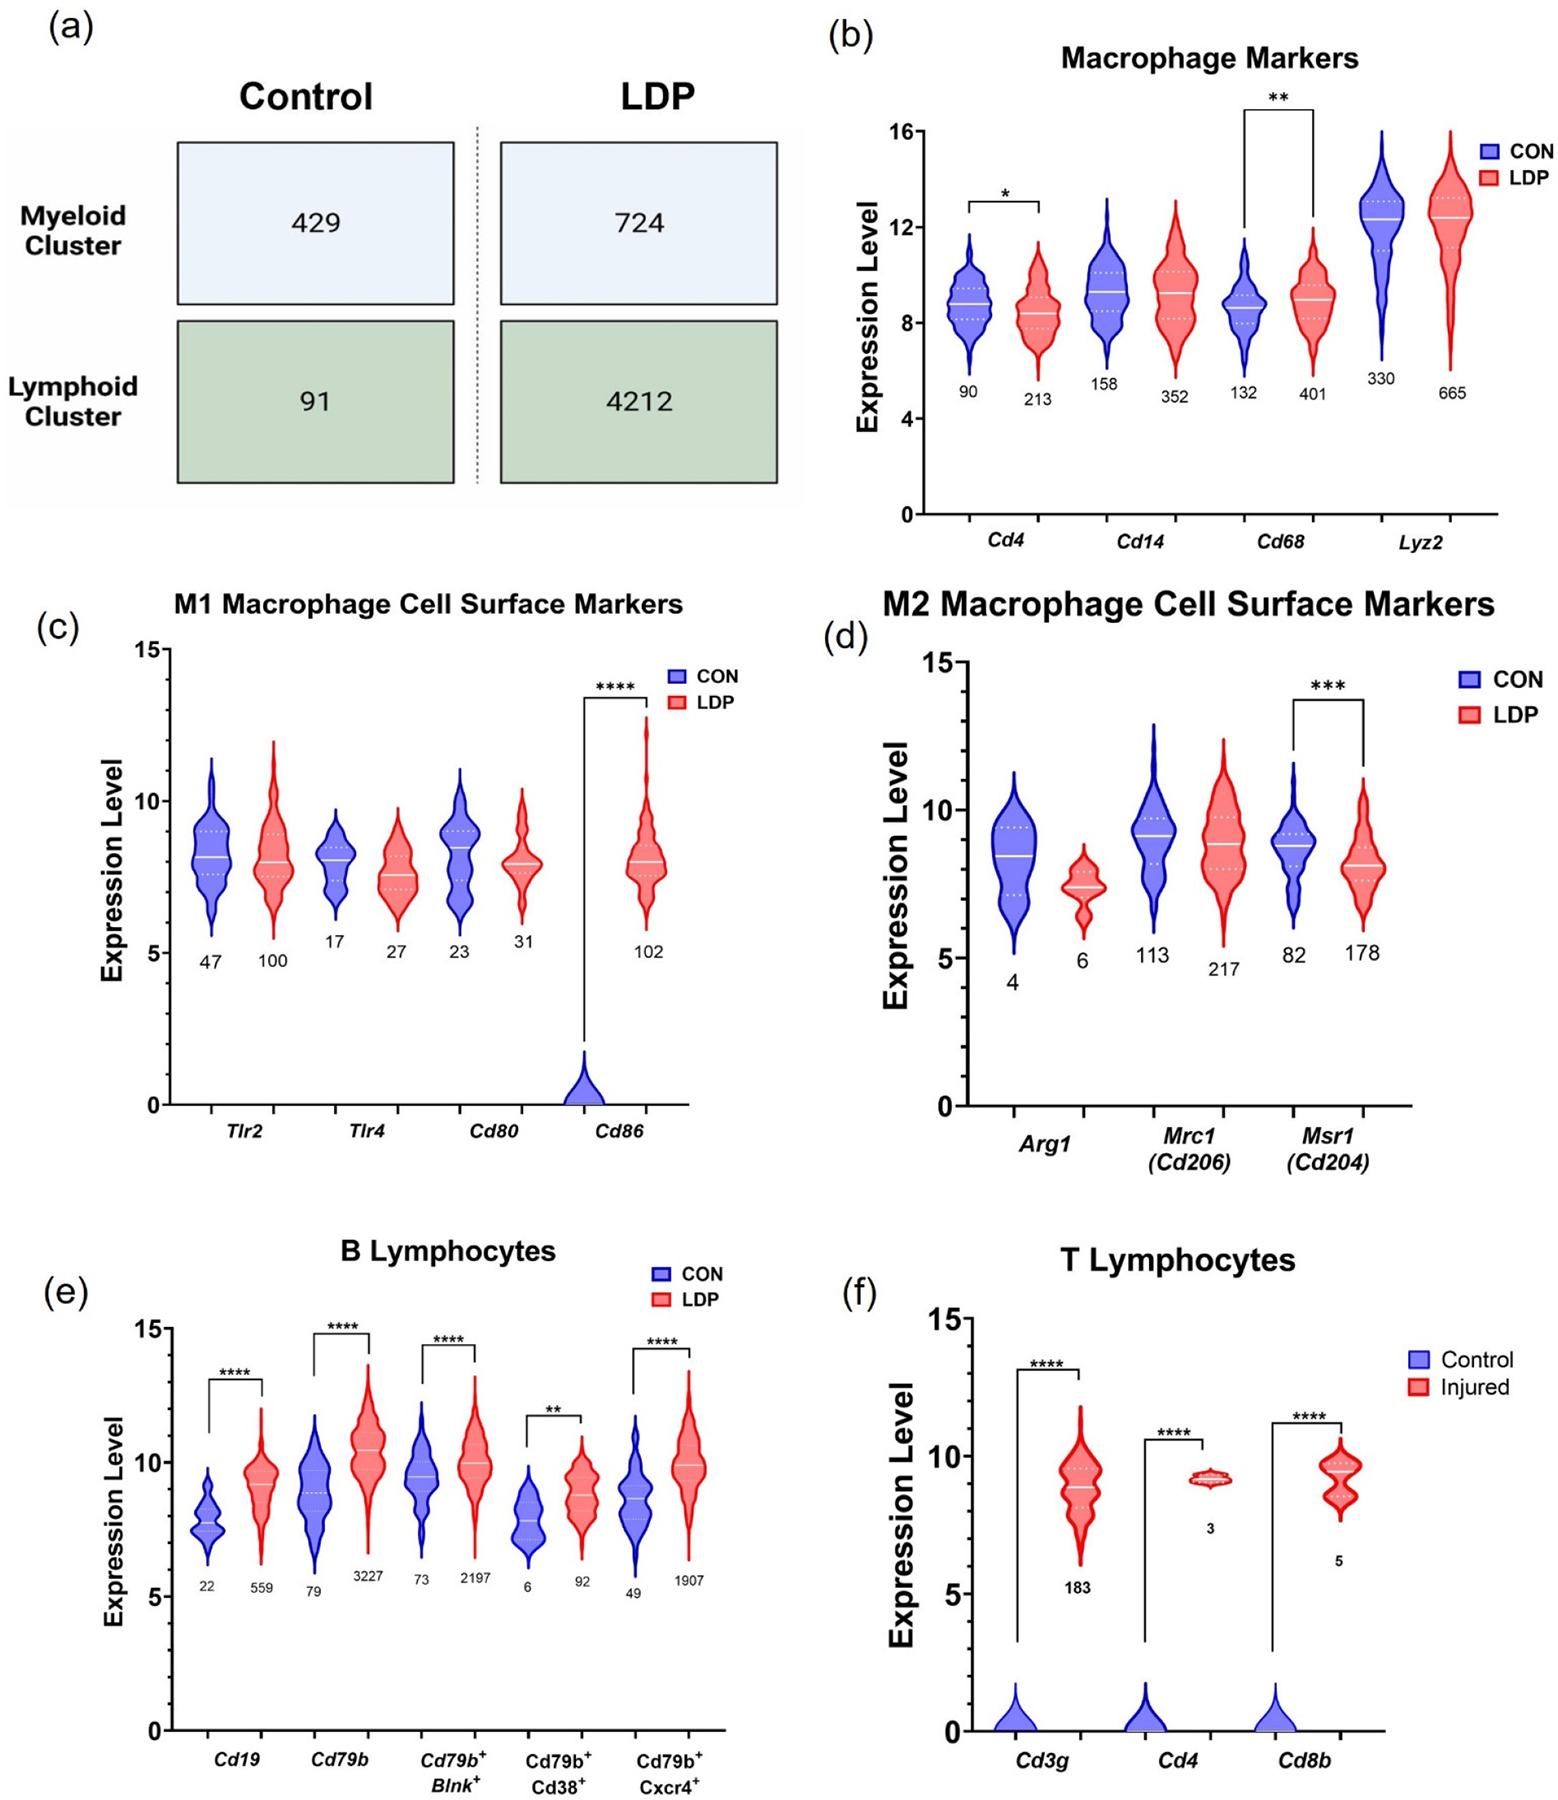
The identification of immune cell subtypes in the myeloid and lymphoid clusters. (**a**) Diagram showing the differences in cell numbers mapped to the myeloid and lymphoid clusters between the control (CON) and degenerated (LDP) samples at two weeks after surgery. (**b**) Pan-macrophage marker expression and cell count differences between CON and LDP groups were used to confirm the identification of cells in the myeloid cluster. Macrophage polarization was assessed by identifying the presence of either (**c**) M1 or (**d**) M2 polarization cell surface markers, and the number of cells that expressed them. The presence of (**e**) B and (**f**) T lymphocytes was identified in the lymphoid cluster by measuring pan and subtype-specific marker expression levels and cell count changes. Numbers underneath each plot denote the number of cells expressing each marker. A Student’s *t*-test or a Mann–Whitney test was run to determine significance of marker expression levels. * = < 0.05, ** = <0.01, *** = <0.001, **** = <0.0001.

**Figure 6.**
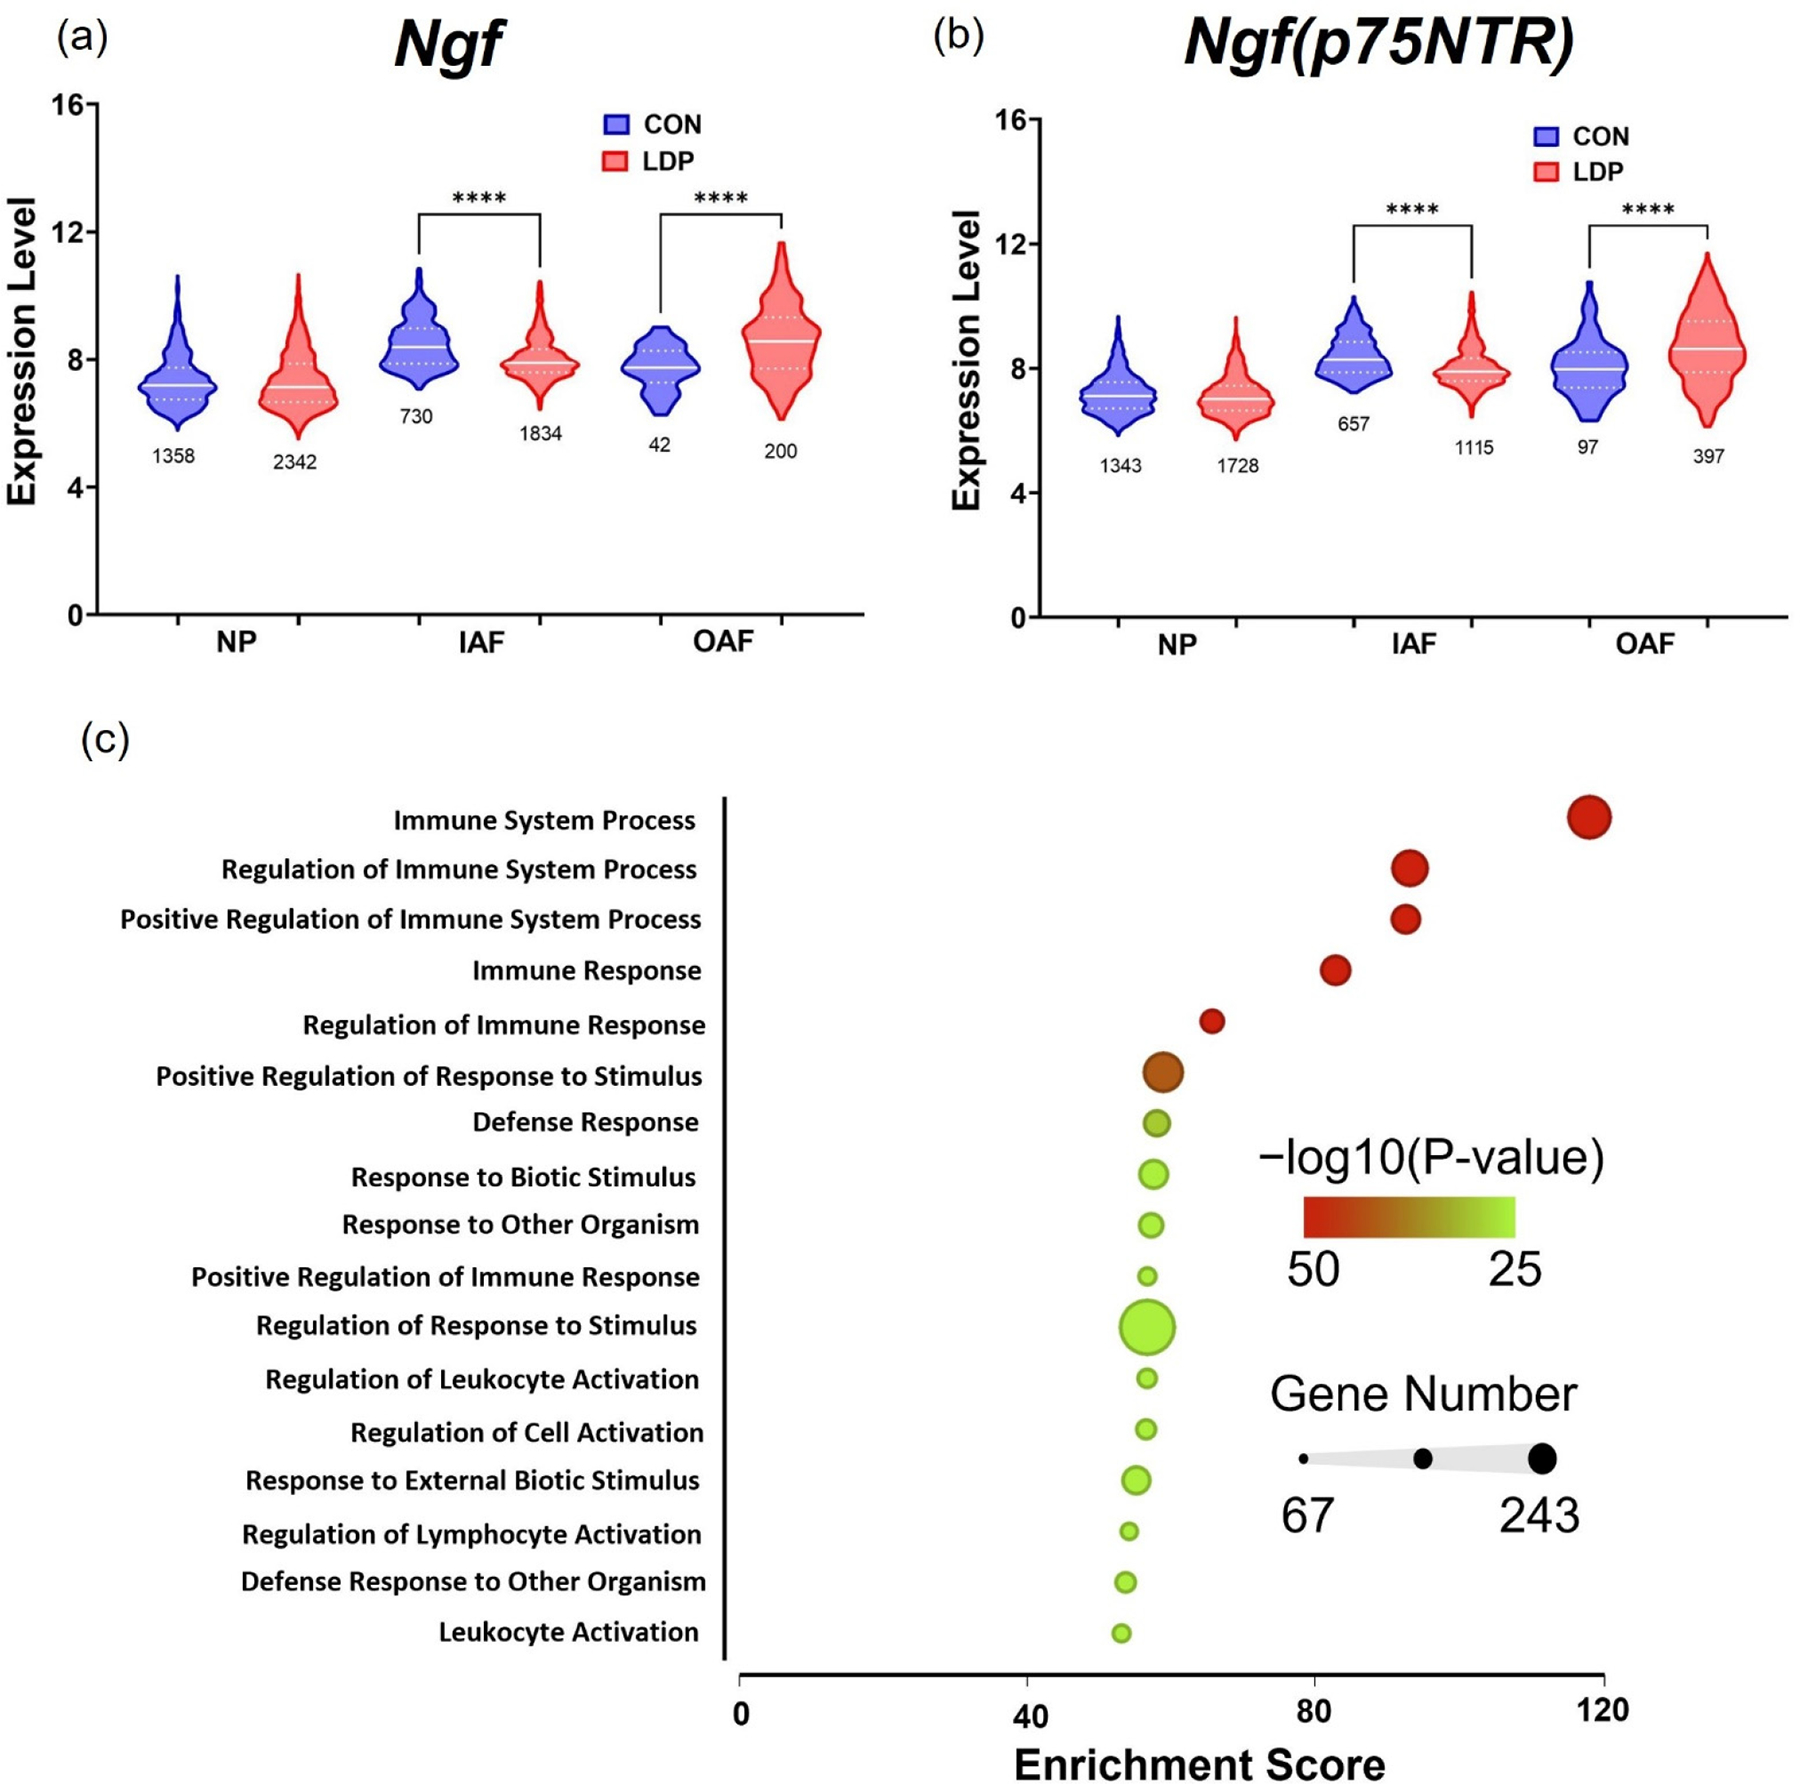
(**a**) *Ngf* and (**b**) *Ngfr* (p75NTR) expression and cell count counts for samples from CON and LDP populations at two weeks after surgery. Numbers underneath each plot denote the number of cells expressing each marker. A Student’s *t*-test or a Mann–Whitney test was run to determine significance of marker expression levels. **** = <0.0001. (**c**) Representative plot of gene set enrichment analysis of upregulated genes corresponding to one LDP sample. Gene ontology functions are ranked from top to bottom by enrichment score derived from Fisher’s exact test; The $-{\text{log}}_{10}^{\text{p value}}$ is represented by color where green denotes the highest level of statistical significance. The size of each node represents the number of genes in each gene ontology category.

**Figure 7.**
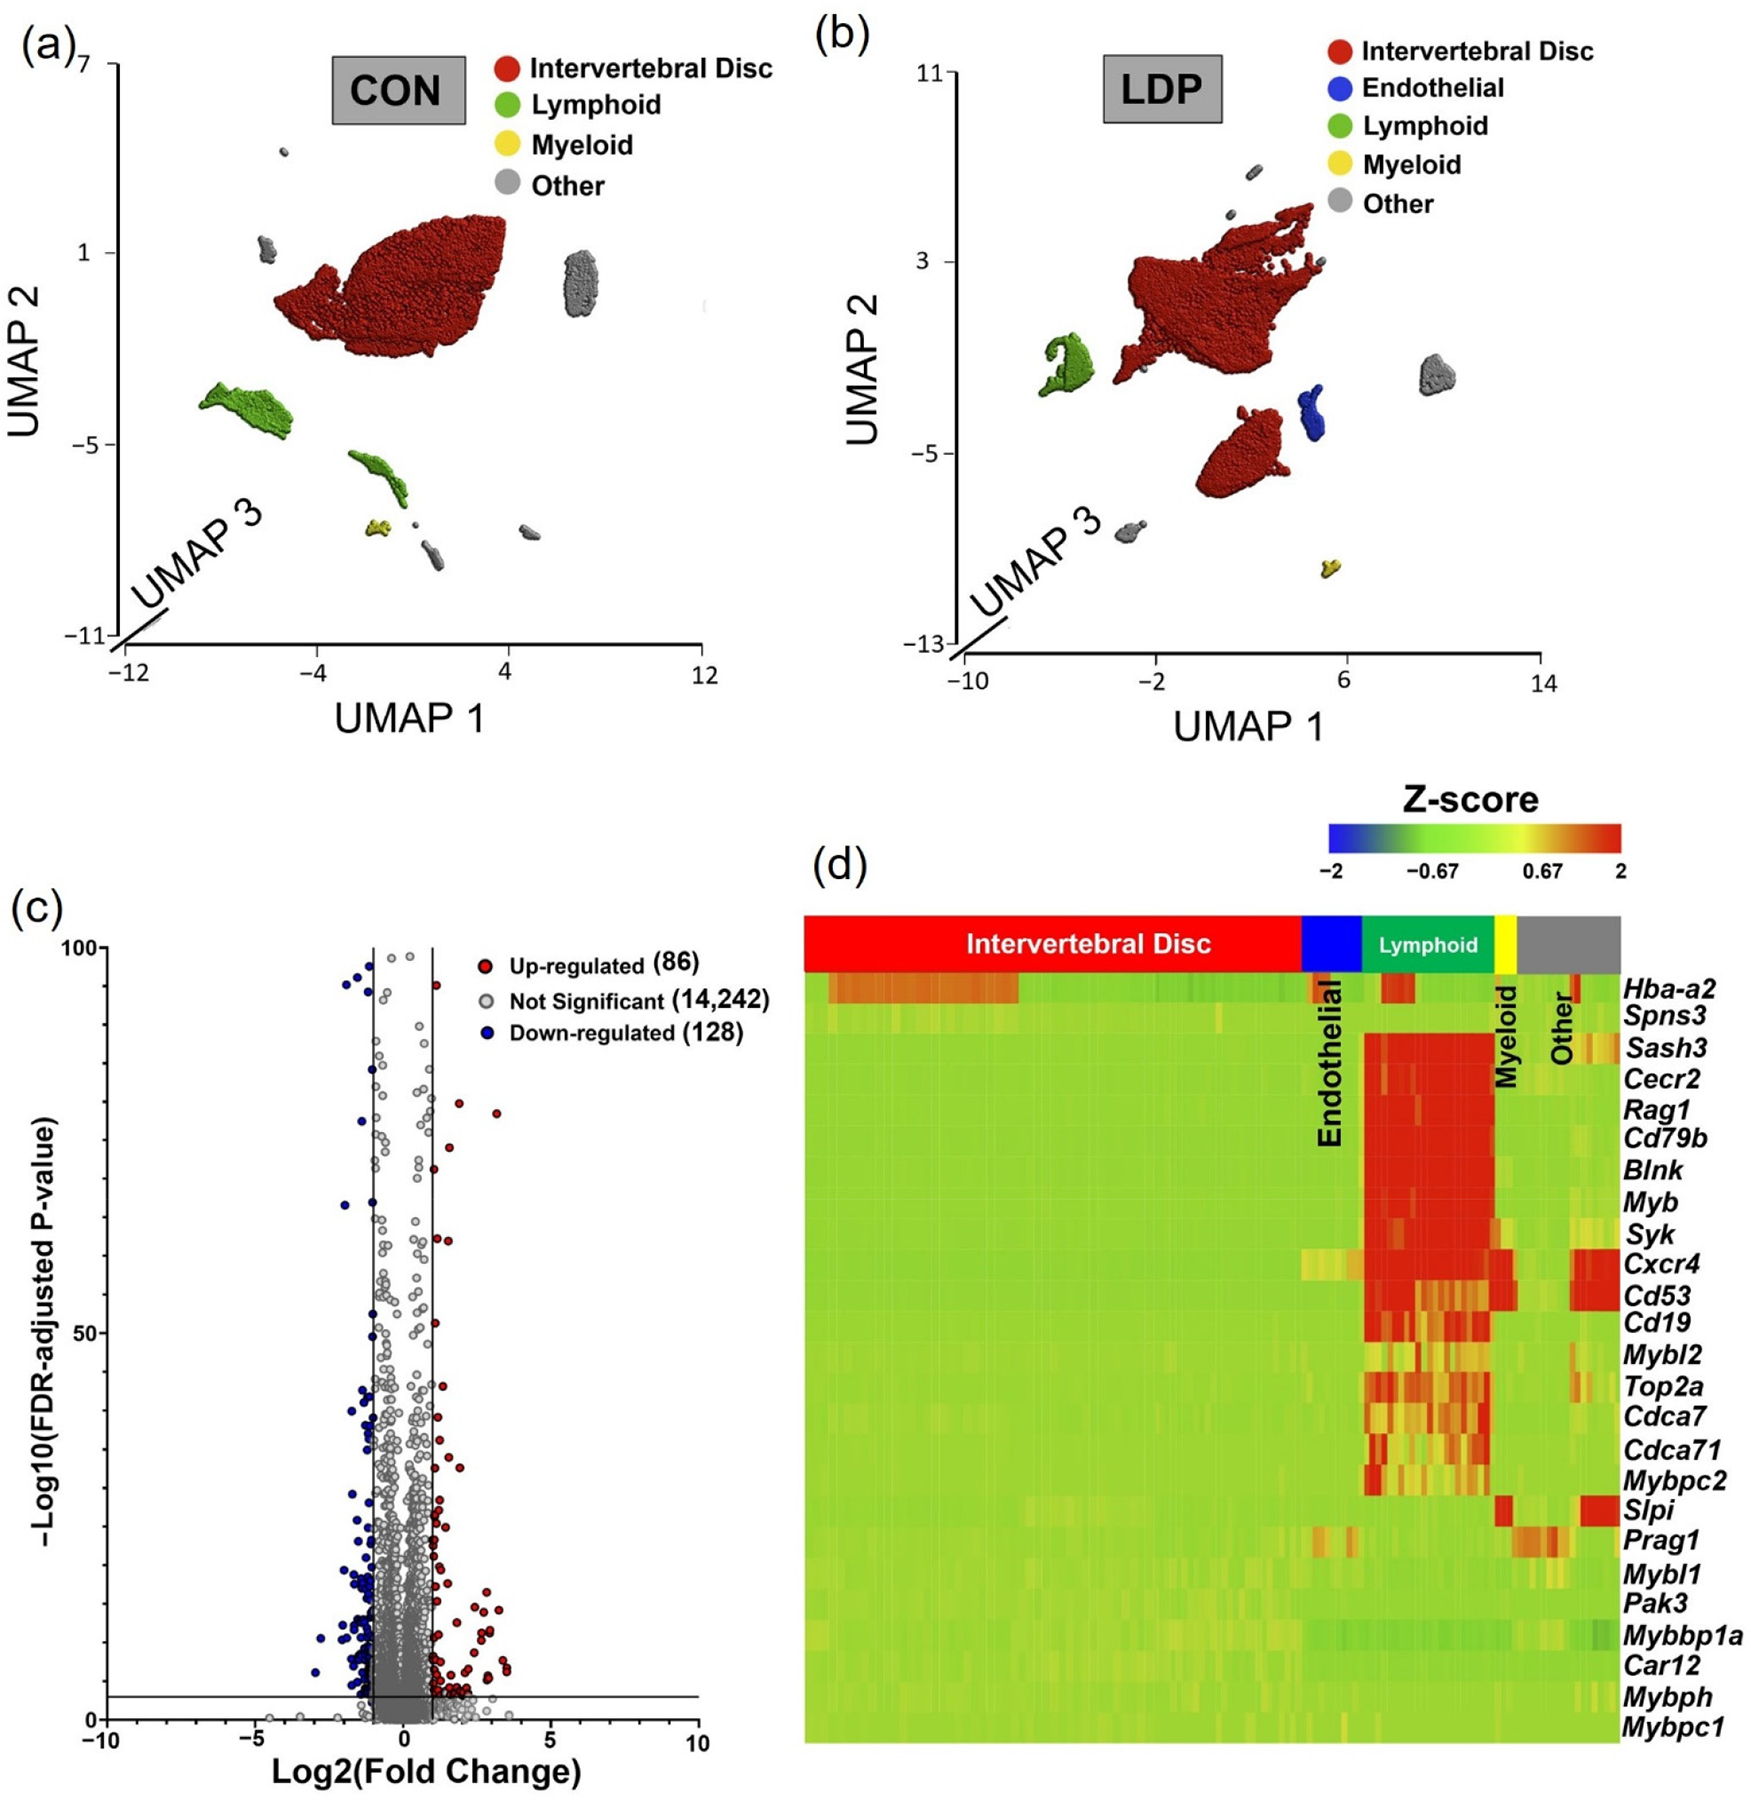
UMAP plot representation of all cell types within (**a**) CON and (**b**) LDP groups at 8 weeks after surgery. (**c**) Volcano plot depicting genes differentially expressed between sample-specific LDP relative to CON populations for one sample at 8 weeks after surgery (Red dots represent genes expressed at higher levels in LDP while blue dots represent genes with higher expression levels in CON group) (**d**) Heatmap showing the pattern for a subset of commonly upregulated genes with LDP compared to CON groups at 8 weeks after surgery as a function of cell grouping (*x*-axis).

**Figure 8.**
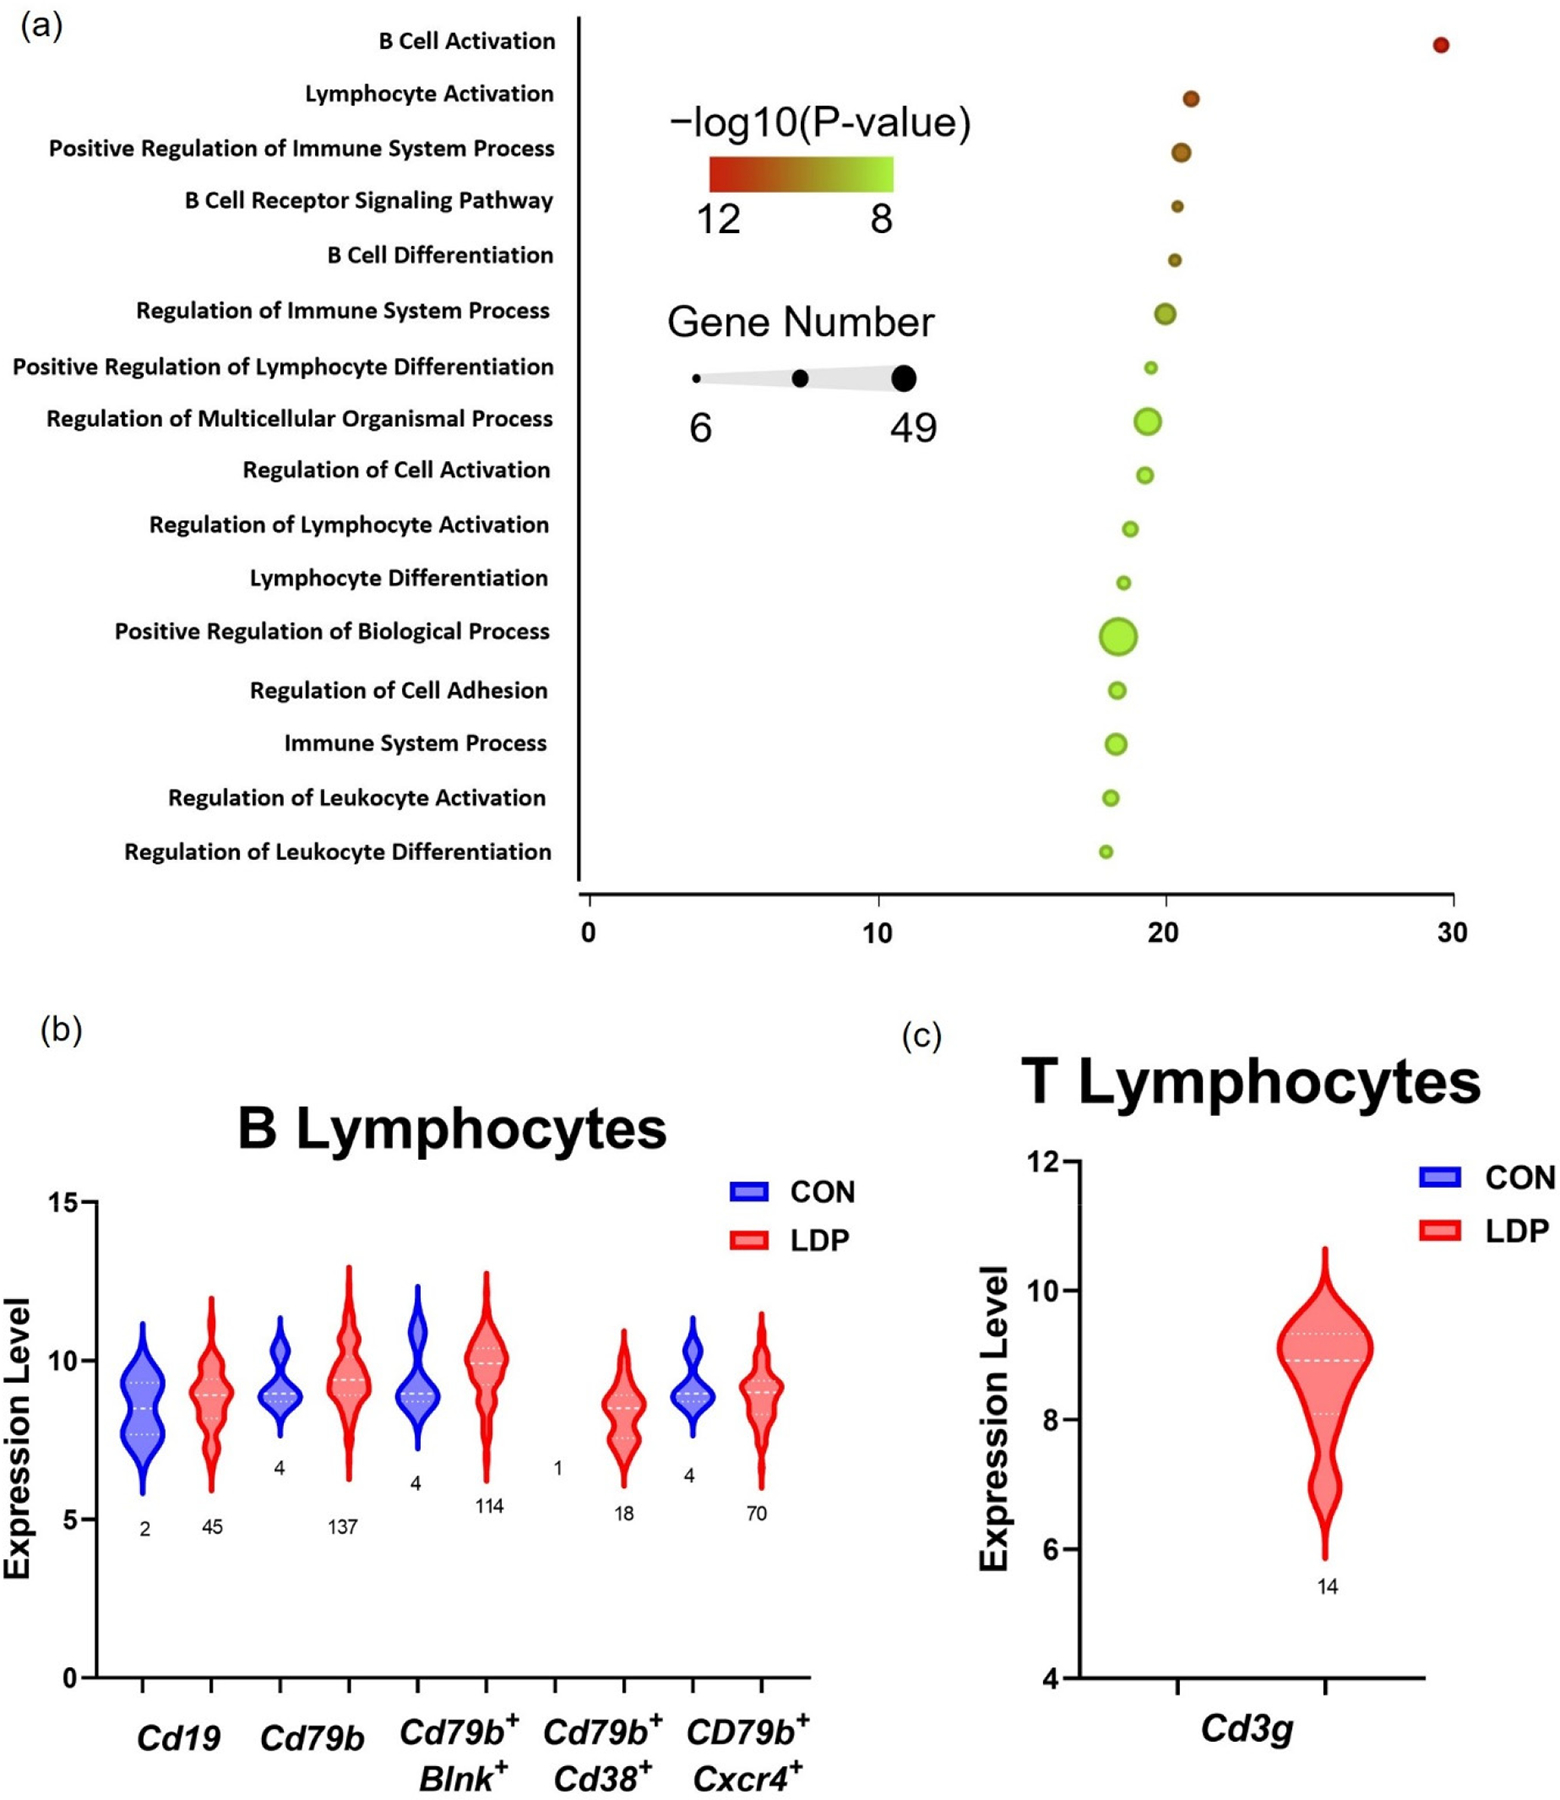
(**a**) Representative plot of gene set enrichment analysis of upregulated genes corresponding to one LDP sample. Gene ontology functions are ranked from top to bottom by enrichment score derived from Fisher’s exact test; the $-{\text{log}}_{10}^{\text{p value}}$ is represented by color where green denotes the highest level of statistical significance. The size of each node represents the number of genes in each gene ontology category. (**b**) B and (**c**) T lymphocytes were identified in the lymphoid cluster of one rat sample taken at 8 weeks after surgery (sample #8) by measuring pan and subtype-specifi marker expression levels and cell count changes. Numbers below each plot denote the number of cells expressing each marker.

**Table 1.** Genes examined for definition of cell subtypes in the IVD of rat samples (i.e., marker genes). Percentages are numbers of total cells assigned to each cluster averaged across four rats. CON—cells from control (unoperated) IVDs; LDP—cells from lumbar disc punctured IVDs at 2 or 8 weeks following surgery.

Cell Type	CON	LDP	Gene Marker
Intervertebral disc cells	2 week (87.7%) 8 week (83.7%)	2 week (82.4%) 8 week (87.4%)	*Can*—aggrecan *Col2a1*—collagen type II alpha 1 chain *Sox9*—SRY-box 9 *Fmod*—fibromodulin *Comp*—cartilage oligomeric matrix protein
Endothelial cells	2 week (7.3%) 8 week (0%)	2 week (6.41%) 8 week (2.3%)	*Cdh5*—cadherin 5 *Plvap*—plasmalemma vesicle-associated protein *Ifitm3*—interferon-induced transmembrane protein 3 *Flt1*—tyrosine–protein kinase receptor
Myeloid cells	2 week (1.0%) 8 week (1.2%)	2 week (1.4%) 8 week (0.8%)	*Cd14*—monocyte differentiation antigen CD14 *Mrc1*—mannose receptor C-Type 1 *Cd68*—CD68 antigen *Lyz2*—lysozyme 2
Lymphoid cells	2 week (0.2%) 8 week (8.4%)	2 week (8.2%) 8 week (5.1%)	*Cd79b*—B-cell antigen receptor complex-associated protein beta chain *Blnk*—B cell linker *Ptprc*—protein tyrosine phosphatase receptor type C *Myb*—MYB proto-oncogene, transcription factor

## Data Availability

The RNA sequencing dataset generated during this study was deposited in the NCBI Gene Expression Omnibus repository (accession number: GSE211407).

## References

[1] PattappaG; LiZ; PeroglioM; WismerN; AliniM; GradS Diversity of intervertebral disc cells: Phenotype and function. J. Anat 2012, 221, 480–496.2268669910.1111/j.1469-7580.2012.01521.xPMC3512276

[2] VirtanenIM; KarppinenJ; TaimelaS; OttJ; BarralS; KaikkonenK; HeikkiläO; MutanenP; NoponenN; MännikköM; Occupational and Genetic Risk Factors Associated with Intervertebral Disc Disease. Spine 2007, 31, 1129–1134.10.1097/01.brs.0000261473.03274.5c17471097

[3] SakaiD Future perspectives of cell-based therapy for intervertebral disc disease. Eur. Spine J 2008, 17, 452–458.1900570410.1007/s00586-008-0743-5PMC2587661

[4] Noponen-HietalaN; VirtanenI; KarttunenR; SchwenkeS; JakkulaE; LiH; MerikiviR; BarralS; OttJ; KarppinenJ; Genetic variations in IL6 associate with intervertebral disc disease characterized by sciatica. Pain 2005, 114, 186–194.1573364410.1016/j.pain.2004.12.015

[5] ZhangY; HanS; KongM; TuQ; ZhangL; MaX Single-cell RNA-seq analysis identifies unique chondrocyte subsets and reveals involvement of ferroptosis in human intervertebral disc degeneration. Osteoarthr. Cartil 2021, 29, 1324–1334.10.1016/j.joca.2021.06.01034242803

[6] SunY; LvM; ZhouL; TamV; LvF; ChanD; WangH; ZhengZ; CheungK; LeungV Enrichment of committed human nucleus pulposus cells expressing chondroitin sulfate proteoglycans under alginate encapsulation. Osteoarthr. Cartil 2015, 23, 1194–1203.10.1016/j.joca.2015.02.16625749011

[7] SiveJI; BairdP; JeziorskM; WatkinsA; HoylandJA; FreemontAJ Expression of chondrocyte markers by cells of normal and degenerate intervertebral discs. Mol. Pathol 2002, 55, 91–97.1195095710.1136/mp.55.2.91PMC1187156

[8] SakaiD; NakaiT; MochidaJ; AliniM; GradS Differential Phenotype of Intervertebral Disc Cells: Microarray and Immunohistochemical Analysis of Canine Nucleus Pulposus and Anulus Fibrosus. Spine 2009, 34, 1448–1456.1952583510.1097/BRS.0b013e3181a55705

[9] KimK-W; LimT-H; KimJG; JeongS-T; MasudaK; AnHS The Origin of Chondrocytes in the Nucleus Pulposus and Histologic Findings Associated with the Transition of a Notochordal Nucleus Pulposus to a Fibrocartilaginous Nucleus Pulposus in Intact Rabbit Intervertebral Discs. Spine 2003, 28, 982–990.1276813510.1097/01.BRS.0000061986.03886.4F

[10] ClouetJ; GrimandiG; Pot-VaucelM; MassonM; FellahHB; GuigandL; CherelY; BordE; RannouF; WeissP; Identification of phenotypic discriminating markers for intervertebral disc cells and articular chondrocytes. Rheumatology 2009, 48, 1447–1450.1974896310.1093/rheumatology/kep262

[11] ChenJ; YanW; SettonLA Molecular phenotypes of notochordal cells purified from immature nucleus pulposus. Eur. Spine J 2006, 15, 303–311.10.1007/s00586-006-0088-xPMC233537316547755

[12] ChoiK-S; CohnMJ; HarfeBD Identification of nucleus pulposus precursor cells and notochordal remnants in the mouse: Implications for disk degeneration and chordoma formation. Dev. Dyn 2008, 237, 3953–3958.1903535610.1002/dvdy.21805PMC2646501

[13] TangX; JingL; ChenJ Changes in the Molecular Phenotype of Nucleus Pulposus Cells with Intervertebral Disc Aging. PLoS ONE 2012, 7, e52020.2328485810.1371/journal.pone.0052020PMC3526492

[14] TamV; ChenP; YeeA; SolisN; KleinT; KudelkoM; SharmaR; ChanWC; OverallCM; HaglundL; DIPPER, a spatiotemporal proteomics atlas of human intervertebral discs for exploring ageing and degeneration dynamics. eLife 2020, 9, e64940.3338203510.7554/eLife.64940PMC7857729

[15] WangJ; HuangY; HuangL; ShiK; ZhuC; LiL; ZhangL; FengG; SongY Novel biomarkers of intervertebral disc cells and evidence of stem cells in the intervertebral disc. Osteoarthr. Cartil 2020, 29, 389–401.10.1016/j.joca.2020.12.00533338640

[16] CalióM; GantenbeinB; EgliM; PovedaL; IlleF The Cellular Composition of Bovine Coccygeal Intervertebral Discs: A Comprehensive Single-Cell RNAseq Analysis. Int. J. Mol. Sci 2021, 22, 4917.3406640410.3390/ijms22094917PMC8124861

[17] FernandesLM; KhanNM; TrochezCM; DuanM; Diaz-HernandezME; PresciuttiSM; GibsonG; DrissiH Single-cell RNA-seq identifies unique transcriptional landscapes of human nucleus pulposus and annulus fibrosus cells. Sci. Rep 2020, 10, 15263.3294370410.1038/s41598-020-72261-7PMC7499307

[18] McCannMR; PatelP; FrimpongA; XiaoY; SiqueiraWL; SéguinCA Proteomic Signature of the Murine In-tervertebral Disc. PLoS ONE 2015, 10, e0117807.2568906610.1371/journal.pone.0117807PMC4331544

[19] PanebiancoCJ; DaveA; CharytonowiczD; SebraR; IatridisJC Single-cell RNA-sequencing atlas of bovine caudal intervertebral discs: Discovery of heterogeneous cell populations with distinct roles in homeostasis. FASEB J. 2021, 35, e21919.3459199410.1096/fj.202101149RPMC8496998

[20] GanY; HeJ; ZhuJ; XuZ; WangZ; YanJ; HuO; BaiZ; ChenL; XieY; Spatially defined single-cell transcriptional profiling characterizes diverse chondrocyte subtypes and nucleus pulposus pro-genitors in human intervertebral discs. Bone Res. 2021, 9, 37.3440061110.1038/s41413-021-00163-zPMC8368097

[21] HanS; ZhangY; ZhangX; ZhangH; MengS; KongM; LiuX; MaX Single-Cell RNA Sequencing of the Nucleus Pulposus Reveals Chondrocyte Differentiation and Regulation in Intervertebral Disc Degeneration. Front. Cell Dev. Biol 2022, 10, 824771.3526561710.3389/fcell.2022.824771PMC8899542

[22] CherifH; MannarinoM; PacisAS; RagoussisJ; RabauO; OuelletJA; HaglundL Single-Cell RNA-Seq Analysis of Cells from Degenerating and Non-Degenerating Intervertebral Discs from the Same Individual Reveals New Biomarkers for Intervertebral Disc Degeneration. Int. J. Mol. Sci 2022, 23, 3993.3540935610.3390/ijms23073993PMC8999935

[23] NerlichAG; WeilerC; ZippererJ; NaroznyM; BoosN Immunolocalization of Phagocytic Cells in Normal and Degenerated Intervertebral Discs. Spine 2002, 27, 2484–2490.1243597910.1097/00007632-200211150-00012

[24] SobajimaS; ShimerAL; ChadderdonRC; KompelJF; KimJS; GilbertsonLG; KangJD Quantitative analysis of gene expression in a rabbit model of intervertebral disc degeneration by real-time polymerase chain reaction. Spine J. 2005, 5, 14–23.1565308110.1016/j.spinee.2004.05.251

[25] KimJ-S; KroinJS; LiX; AnHS; BuvanendranA; YanD; TumanKJ; van WijnenAJ; ChenD; ImH-J The rat intervertebral disk degeneration pain model: Relationships between biological and structural alterations and pain. Arthritis Res. Ther 2011, 13, R165.2199626910.1186/ar3485PMC3308099

[26] LaiA; MoonA; PurmessurD; SkovrljB; WinkelsteinBA; ChoSK; HechtAC; IatridisJC Assessment of functional and behavioral changes sensitive to painful disc degeneration. J. Orthop. Res 2015, 33, 755–764.2573195510.1002/jor.22833PMC4406864

[27] MiyagiM; IshikawaT; OritaS; EguchiY; KamodaH; AraiG; SuzukiM; InoueG; AokiY; ToyoneT; Disk Injury in Rats Produces Persistent Increases in Pain-Related Neuropeptides in Dorsal Root Ganglia and Spinal Cord Glia but Only Transient Increases in Inflammatory Mediators: Pathomechanism of Chronic Diskogenic Low Back Pain. Spine 2011, 6, 26.10.1097/BRS.0b013e31820e68c721228748

[28] ElliottDM; YerramalliCS; BecksteinJC; BoxbergerJI; JohannessenW; VresilovicEJ The Effect of Relative Needle Diameter in Puncture and Sham Injection Animal Models of Degeneration. Spine 2008, 33, 588–596.1834485110.1097/BRS.0b013e318166e0a2

[29] RisbudMV; SchoepflinZR; MwaleF; KandelRA; GradS; IatridisJC; SakaiD; HoylandJA Defining the phenotype of young healthy nucleus pulposus cells: Recommendations of the Spine Research Interest Group at the 2014 annual ORS meeting. J. Orthop. Res 2014, 33, 283–293.10.1002/jor.22789PMC439982425411088

[30] MinogueBM; RichardsonSM; ZeefLA; FreemontAJ; HoylandJA Transcriptional profiling of bovine inter-vertebral disc cells: Implications for identification of normal and degenerate human intervertebral disc cell phenotypes. Arthritis Res. Ther 2010, 12, R22.2014922010.1186/ar2929PMC2875656

[31] RutgesJ; CreemersL; DhertW; MilzS; SakaiD; MochidaJ; AliniM; GradS Variations in gene and protein expression in human nucleus pulposus in comparison with annulus fibrosus and cartilage cells: Potential associations with aging and degeneration. Osteoarthr. Cartil 2010, 18, 416–423.10.1016/j.joca.2009.09.00919833252

[32] LeeCR; SakaiD; NakaiT; ToyamaK; MochidaJ; AliniM; GradS A phenotypic comparison of intervertebral disc and articular cartilage cells in the rat. Eur. Spine J 2007, 16, 2174–2185.1778648710.1007/s00586-007-0475-yPMC2140128

[33] FujitaN; MiyamotoT; ImaiJ-I; HosoganeN; SuzukiT; YagiM; MoritaK; NinomiyaK; MiyamotoK; TakaishiH; CD24 is expressed specifically in the nucleus pulposus of intervertebral discs. Biochem. Biophys. Res. Commun 2005, 338, 1890–1896.1628898510.1016/j.bbrc.2005.10.166

[34] TangX; JingL; RichardsonWJ; IsaacsRE; FitchRD; BrownCR; EricksonMM; SettonLA; ChenJ Identifying molecular phenotype of nucleus pulposus cells in human intervertebral disc with aging and degeneration. J. Orthop. Res 2016, 34, 1316–1326.2701849910.1002/jor.23244PMC5321132

[35] YangS-H; HuM-H; WuC-C; ChenC-W; SunY-H; YangK-C CD24 expression indicates healthier phenotype and less tendency of cellular senescence in human nucleus pulposus cells. Artif. Cells Nanomed. Biotechnol 2019, 47, 3021–3028.3133467410.1080/21691401.2019.1642205

[36] GuoW; ZhangB; LiY; DuanHQ; SunC; XuYQ; FengSQ Gene expression profile identifies potential biomarkers for human intervertebral disc degeneration. Mol. Med. Rep 2017, 16, 8665–8672.2903950010.3892/mmr.2017.7741PMC5779940

[37] BrisbyH; OlmarkerK; RosengrenL; CederlundC; RydevikB Markers of Nerve Tissue Injury in the Cerebrospinal Fluid in Patients with Lumbar Disc Herniation and Sciatica. Spine 1999, 24, 742–746.1022252310.1097/00007632-199904150-00003

[38] FreemontAJ; WatkinsA; Le MaitreC; BairdP; JeziorskaM; KnightMTN; RossERS; O’BrienJP; HoylandJA Nerve growth factor expression and innervation of the painful intervertebral disc. J. Pathol 2002, 197, 286–292.1211587310.1002/path.1108

[39] PortaC; RiboldiE; IppolitoA; SicaA Molecular and epigenetic basis of macrophage polarized activation. Semin. Immunol 2015, 27, 237–248.2656125010.1016/j.smim.2015.10.003

[40] AbdelazizMH; AbdelwahabSF; WanJ; CaiW; HuixuanW; JianjunC; KumarKD; VasudevanA; SadekA; SuZ; Alternatively activated macrophages; a double-edged sword in allergic asthma. J. Transl. Med 2020, 18, 1–12.3202454010.1186/s12967-020-02251-wPMC7003359

[41] RousseauM-AA; UlrichJA; BassEC; RodriguezAG; LiuJJ; LotzJC Stab Incision for Inducing Intervertebral Disc Degeneration in the Rat. Spine 2007, 32, 17–24.1720288710.1097/01.brs.0000251013.07656.45

[42] KanervaA; KommonenB; GrönbladM; TolonenJ; HabtemariamA; VirriJ; KaraharjuE Inflammatory Cells in Experimental Intervertebral Disc Injury. Spine 1997, 22, 2711–2715.943160310.1097/00007632-199712010-00002

[43] RisbudMV; ShapiroIM Role of cytokines in intervertebral disc degeneration: Pain and disc content. Nat. Rev. Rheumatol 2013, 10, 44–56.2416624210.1038/nrrheum.2013.160PMC4151534

[44] LeimerEM; GayosoMG; JingL; TangS; GuptaMC; SettonLA Behavioral Compensations and Neuronal Remodeling in a Rodent Model of Chronic Intervertebral Disc Degeneration. Sci. Rep 2019, 9, 3759.3084247510.1038/s41598-019-39657-6PMC6403208

[45] JiangY Osteoarthritis year in review 2021: Biology. Osteoarthr. Cartil 2021, 30, 207–215.10.1016/j.joca.2021.11.00934801671

[46] KawaguchiS; YamashitaT; YokogushiK; MurakamiT; OhwadaO; SatoN Immunophenotypic Analysis of the Inflammatory Infiltrates in Herniated Intervertebral Discs. Spine 2001, 26, 1209–1214.1138938510.1097/00007632-200106010-00008

[47] DoitaM; KanataniT; HaradaT; MizunoK Immunohistologic Study of the Ruptured Intervertebral Disc of the Lumbar Spine. Spine 1996, 21, 235–241.872041010.1097/00007632-199601150-00015

[48] DoitaM; KanataniT; OzakiT; MatsuiN; KurosakaM; YoshiyaS Influence of Macrophage Infiltration of Herniated Disc Tissue on the Production of Matrix Metalloproteinases Leading to Disc Resorption. Spine 2001, 26, 1522–1527.1146208010.1097/00007632-200107150-00004

[49] GrönbladM; VirriJ; TolonenJ; SeitsaloS; KääpäE; KankareJ; MyllynenP; KaraharjuEO A Controlled Immunohistochemical Study of Inflammatory Cells in Disc Herniation Tissue. Spine 1994, 19, 2744–2751.789997310.1097/00007632-199412150-00002

[50] ShamjiMF; SettonLA; JarvisW; SoS; ChenJ; JingL; BullockR; IsaacsRE; BrownC; RichardsonWJ Proinflammatory cytokine expression profile in degenerated and herniated human intervertebral disc tissues. Arthritis Rheum. 2010, 62, 1974–1982.2022211110.1002/art.27444PMC2917579

[51] JefferiesWA; GreenJR; WilliamsAF Authentic T helper CD4 (W3/25) antigen on rat peritoneal macrophages. J. Exp. Med 1985, 162, 117–127.315982110.1084/jem.162.1.117PMC2187688

[52] ChistiakovDA; KillingsworthMC; MyasoedovaVA; OrekhovAN; BobryshevYV CD68/macrosialin: Not just a histochemical marker. Lab. Investig 2017, 97, 4–13.10.1038/labinvest.2016.11627869795

[53] SongL; LeeC; SchindlerC Deletion of the murine scavenger receptor CD68. J. Lipid Res 2011, 52, 1542–1550.2157208710.1194/jlr.M015412PMC3137020

[54] TesfaigziY; DaheshiaM CD14. Encyclopedia of Respiratory Medicine; LaurentGJ, ShapiroSD, Eds.; Academic Press: Oxford, UK, 2006; pp. 343–347.

[55] MarkartP; FaustN; GrafT; NaC-L; WeaverTE; AkinbiHT Comparison of the microbicidal and muramidase activities of mouse lysozyme M and P. Biochem. J 2004, 380, 385–392.1497742310.1042/BJ20031810PMC1224176

[56] LawrenceT; NatoliG Transcriptional regulation of macrophage polarization: Enabling diversity with identity. Nat. Rev. Immunol 2011, 11, 750–761.2202505410.1038/nri3088

[57] MosserDM; EdwardsJP Exploring the Full Spectrum of Macrophage Activation. Nat. Rev. Immunol 2008, 8, 958–969.1902999010.1038/nri2448PMC2724991

[58] ShubinskyG; SchlesingerM The CD38 Lymphocyte Differentiation Marker: New Insight into Its Ectoenzymatic Activity and Its Role as a Signal Transducer. Immunity 1997, 7, 315–324.932435210.1016/s1074-7613(00)80353-2

[59] OliverAM; MartinF; KearneyJF Mouse CD38 is down-regulated on germinal center B cells and mature plasma cells. J. Immunol 1997, 158, 1108–1115.9013949

[60] BeckerM; HobeikaE; JumaaH; RethM; MaityPC CXCR4 signaling and function require the expression of the IgD-class B-cell antigen receptor. Proc. Natl. Acad. Sci. USA 2017, 114, 5231–5236.2846149610.1073/pnas.1621512114PMC5441763

[61] KönneckeI; SerraA; El KhassawnaT; SchlundtC; SchellH; HauserA; EllinghausA; VolkHD; RadbruchA; DudaGN; T and B cells participate in bone repair by infiltrating the fracture callus in a two-wave fashion. Bone 2014, 64, 155–165.2472170010.1016/j.bone.2014.03.052

[62] MuirePJ; MangumLH; WenkeJC Time Course of Immune Response and Immunomodulation During Normal and Delayed Healing of Musculoskeletal Wounds. Front. Immunol 2020, 11, 1056.3258217010.3389/fimmu.2020.01056PMC7287024

[63] D’AlessioFR; KurzhagenJT; RabbH Reparative T lymphocytes in organ injury. J. Clin. Investig 2019, 129, 2608–2618.3125974310.1172/JCI124614PMC6597230

[64] SkaperSD Nerve growth factor: A neuroimmune crosstalk mediator for all seasons. Immunology 2017, 151, 1–15.2811280810.1111/imm.12717PMC5382350

[65] Safieh-GarabedianB; PooleS; AllchorneA; WinterJ; WoolfCJ Contribution of interleukin-1β to the inflamma-tion-induced increase in nerve growth factor levels and inflammatory hyperalgesia. Br. J. Pharmacol 1995, 115, 1265–1275.758255510.1111/j.1476-5381.1995.tb15035.xPMC1908795

[66] AokiY; TakahashiY; OhtoriS; MoriyaH; TakahashiK Distribution and immunocytochemical characterization of dorsal root ganglion neurons innervating the lumbar intervertebral disc in rats: A review. Life Sci. 2004, 74, 2627–2642.1504144510.1016/j.lfs.2004.01.008

[67] ShuX; MendellLM Nerve growth factor acutely sensitizes the response of adult rat sensory neurons to capsaicin. Neurosci. Lett 1999, 274, 159–162.1054841410.1016/s0304-3940(99)00701-6

[68] MukaiM; SakumaY; SuzukiM; OritaS; YamauchiK; InoueG; AokiY; IshikawaT; MiyagiM; KamodaH; Evaluation of behavior and expression of NaV1.7 in dorsal root ganglia after sciatic nerve compression and application of nucleus pulposus in rats. Eur. Spine J 2013, 23, 463–468.2425393010.1007/s00586-013-3076-yPMC3906455

[69] OttenU; EhrhardP; PeckR Nerve growth factor induces growth and differentiation of human B lymphocytes. Proc. Natl. Acad. Sci. USA 1989, 86, 10059–10063.255761510.1073/pnas.86.24.10059PMC298643

[70] ThorpeLW; Perez-PoloJR The influence of nerve growth factor on the in vitro proliferative response of rat spleen lymphocytes. J. Neurosci. Res 1987, 18, 134–139.350032110.1002/jnr.490180120

[71] LotzJC; UlrichJA Innervation, Inflammation, and Hypermobility May Characterize Pathologic Disc Degeneration: Review of Animal Model Data. J. Bone Jt. Surg 2006, 88, 76–82.10.2106/JBJS.E.0144816595449

# Supplementary material for: Single Cell RNA-Sequence Analyses Reveal Uniquely Expressed Genes and Heterogeneous Immune Cell Involvement in the Rat Model of Intervertebral Disc Degeneration
**Source:** Appl Sci (Basel). Author manuscript; Available in PMC 2022 Nov 29.
**Supplement:** Supplemental file

**Single Cell RNA-Sequence Analyses Reveal Uniquely Expressed Genes  
and Heterogeneous Immune Cell Involvement in the Rat Model of  
Intervertebral Disc Degeneration  
Supplemental Data—August 11, 2022**

Milad Rohanifar <sup>1</sup>, Sade W. Clayton <sup>2</sup>, Garrett W.D. Easson <sup>2</sup>, Deepanjali S. Patil <sup>1</sup>, Frank Lee <sup>1</sup>,  
Liufang Jing <sup>1</sup>, Marcos N. Barcellona <sup>1</sup>, Julie E. Speer <sup>1</sup>, Jordan J. Stivers <sup>2</sup>, Simon Y. Tang <sup>2</sup>  
and Lori A. Setton <sup>1,2,\*</sup>

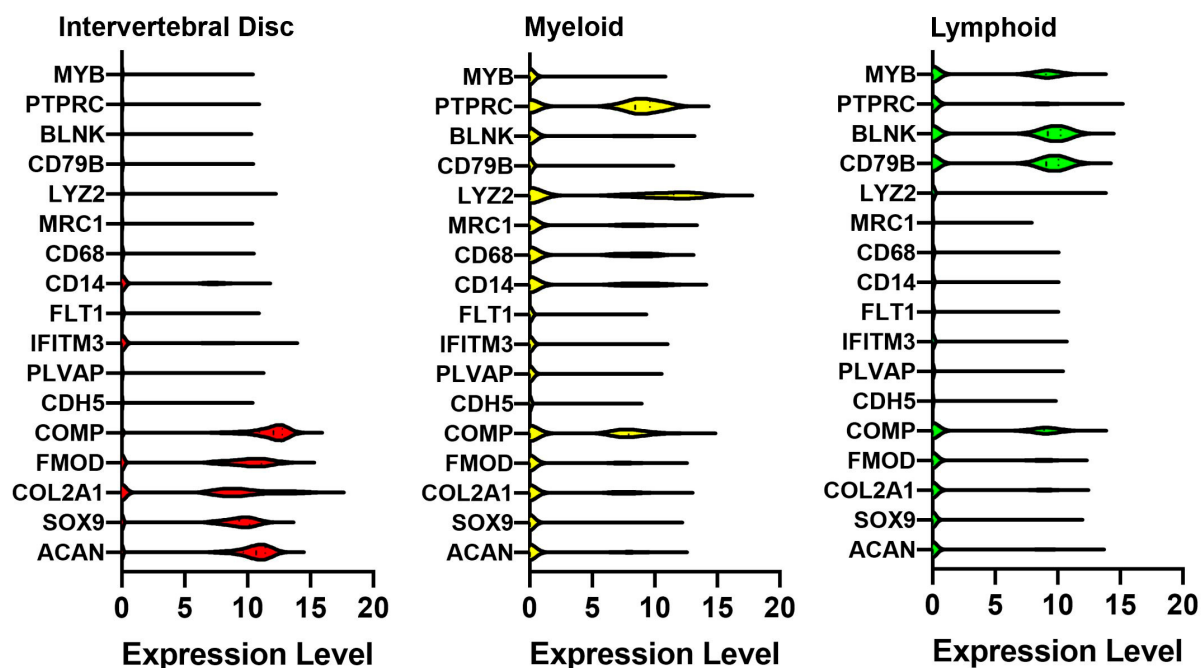

Figure S1. Expression level of marker genes within intervertebral disc cells, myeloid, and lymphoid cells from CON samples at 8 weeks post-surgery.

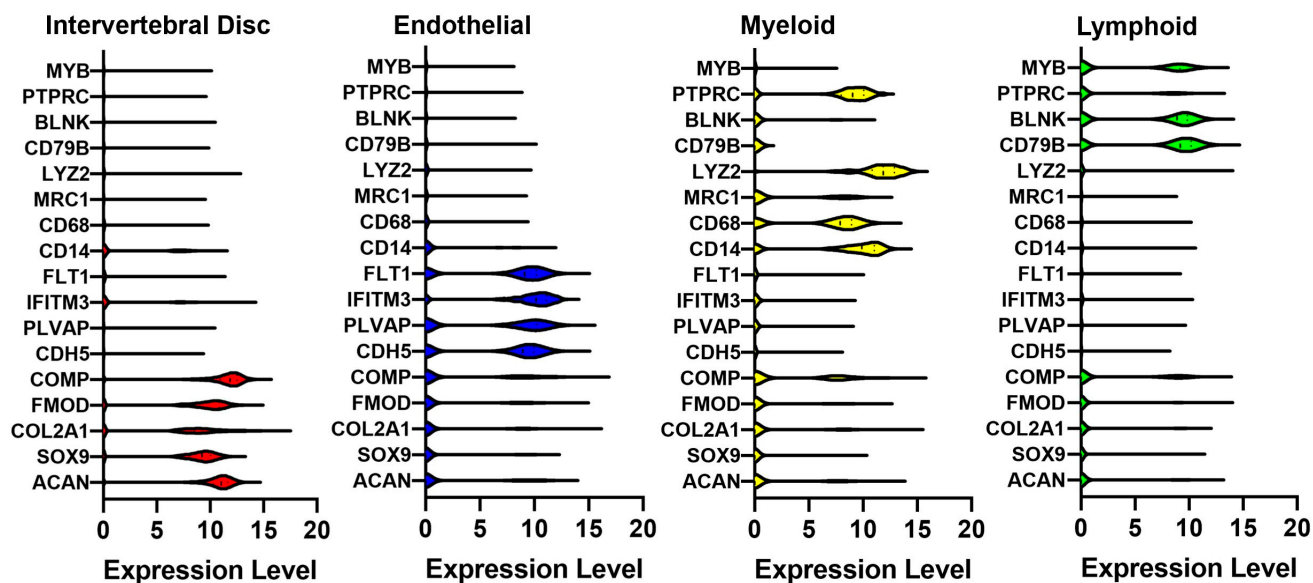

Figure S2. Expression level of marker genes within intervertebral disc cells, endothelial cells, myeloid, and lymphoid cells from LDP samples at 8 weeks post-surgery.

How the deposited data were processed for this re-analysis (not part of the article)

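Discs of 8 male Sprague-Dawley rats were taken 2 weeks (rats 1 to 4) or 8 weeks (rats 5 to 8) after lumbar disc puncture. From each rat the 2 punctured discs (LDP) and the 2 unpunctured discs above them (CON) made 1 library each, 16 in all, read by 10x Genomics 3′ single-cell RNA sequencing. The 2 libraries of a rat carry the same number, so they are paired by animal.

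Per the authors, reads were processed in Partek Flow, cells were kept with under 10% mitochondrial features, 500 to 3000 genes and 500 to 30000 UMIs, and each of the 4 groups was clustered apart by K-means and named by marker genes. The aligner, the genome build and the handling of doublets and ambient RNA are not stated. The deposited gene values are log2(CPM + 1) of each cell, made by the authors from its counts. As deposited, the total of each cell is a sum of expected counts over the listed genes and is not a whole number in most cells. The percentages of mitochondrial and ribosomal reads of each cell were computed by the authors from the same counts. The number of expressed genes and the cluster names come with each cell as well.

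These units were checked on the values: dividing out the cell total returned a whole number, within 0.02, for 99.4% of values above 0. Cells ran from 496 to 3000 genes and from 643 to 24072 UMIs, with at most 10.1% mitochondrial reads, and 2067 of the 149272 cells had under 1000 UMIs. The number of genes listed was 14124 (CON, 2 weeks), 14202 (LDP, 2 weeks), 14420 (CON, 8 weeks) and 14319 (LDP, 8 weeks), 13596 of them in all 4 groups and 14930 in any. A gene not listed for a group has no value there and was left out of that group's comparisons. Cd79a, Cd8a, Ighm and Pecam1 are listed in no group.

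Library sizes and depths are given per group beside the first result of each time point. With 13369 cells, the median library of LDP at 2 weeks, 1 cell is under 0.01% of the library, so counting error is small beside the spread between rats. For a share of 0 the floor is 3 cells, and for a share in 1 library the 95% Clopper-Pearson interval is given.

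Choices made before the data were examined were the samples and groups, the tests, the exact permutation test with the library as unit, the rat as block, the thinning to 1000 UMIs, the limits on expression and cells, the rule for naming genes, and most alternatives. That plan had edgeR with TMM on summed counts, classes from joint Leiden clustering at resolution 1.0 and subclusters from K-means with 3 clusters on CON and LDP together as the reported values. Because the deposited values are on a log2 scale and carry the authors' classes, limma on log2(mean CPM + 1) and the authors' classes and subclusters took that place, and the planned forms became alternatives. Added after the values were seen were edgeR on IVD cells, other pseudocounts for gene changes across rats, Ngfr in only the cells of the joint IVD class, the mean LDP effect of both time points, and the median of 25 immune genes of the text (20 of the common set as the discussion names it and 5 others).

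Shares of a class were taken per library, and differences of group means were tested by the two-sided exact permutation test over 70 splits of 8 libraries, or 16 sign flips where paired. Cell numbers were also modelled by edgeR with the rat as block. For shares of cells with a UMI of a gene, 1000 UMIs were drawn from each cell, with at least 5 cells of the class per library. For markers in myeloid and lymphoid cells, cells with fewer than 1000 UMIs were left out. Among lymphoid cells at 2 weeks these were 4 of 25 in LDP rat 2, 501 of 2781 in LDP rat 3 and 63 of 1406 in LDP rat 4. In CON rat 1 they were 0 of 91. Benjamini-Hochberg adjustment was made over the markers of a set. Marker expression was fitted by limma within myeloid and within lymphoid cells.

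Gene changes were fitted by limma over all 16 libraries with a block for rat, an LDP effect at each time and their difference, for genes past a limit on low values. On simulated data at 2 weeks limma (log2 values) and edgeR and DESeq2 (counts) were tested with 200 changed genes. Genes 2-fold apart within a rat were counted with 1 added to the CPM and at least 5 CPM in 1 library. Other splits of the libraries were counted for each number of genes, keeping the pairs (8 splits within a time point, up to 100 for both). The named genes were those in the paper's text and, per time point and direction, up to 5 genes with the largest change among those past adjusted p of 0.05 in all 4 rats.

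The pairing was checked by correlating the CON and LDP libraries of a rat after removal of the group means: at 2 weeks the correlations were −0.586, 0.277, −0.192 and −0.261, at 8 weeks 0.0891, 0.413, −0.114 and 0.611. The pairing itself rests on the animal and not on these values.

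For clustering, counts were recovered, and 30 principal components were used by Leiden (resolution 1, 0.5 and 2) on all libraries or on each group, or by K-means with 5 clusters per group; subclusters of IVD cells were drawn on 20 components by K-means with 3 clusters or Leiden. Other alternatives were classes from the markers of single cells, removal of doublets called by Scrublet, thinning to 500 or 2000 UMIs or none, pseudocounts of 0.5 and 5, at least 1 CPM, no limit on low values, no block, each time point alone, IVD cells only, at least 20 cells, DESeq2, edgeR without scaling, the paired test, and leaving out each rat. Filters looser than the authors' were not run, since the cells they removed are not part of the values.

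Marker lists for cells from outside the disc were written before they were tested, and the Schwann cell list was shortened afterwards. They were 8 erythroid genes (5 listed in all groups), 8 granulocyte genes (5 listed), 6 Schwann cell genes (4 listed), 6 pericyte genes (5 listed), 4 B-precursor genes (4 listed) and 1 mature B-cell gene (0 listed in all groups). Joint clusters named pericyte, Schwann, osteoblast or erythroid were kept out of the 4 classes of the paper.

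Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. GO enrichment, which the paper computed from its gene lists, was not analysed here. Some genes that were tested are not reported here; adjustments for multiple tests and medians over the immune genes were made with them included, while 2 were taken off the Schwann cell list after its result was seen.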

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

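The tests of marker shares and marker levels at each time were planned, and joint clustering was meant for the reported values and made an alternative later. The tests for libraries that stand apart, for differences in shares between time points, for explanations of these and of the marker shares at 8 weeks, and for the mean LDP effect of both times with its Hox genes, and the counts of other splits, were chosen after the results were seen.

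In 4 of 90 groups of 4 libraries, 1 library stood apart from the other 3 by a gap of at least 0.83 of the group's range, and chance alone sets apart about 1 in 20. In 2 of the 4 the library had median UMIs per cell within the range of the other 3, so depth is not seen to explain those 2. Of the others, the lymphoid share of the CON library of rat 1 is treated below, and for the unnamed cells of the LDP library of rat 6, the deepest of its group, depth cannot be told apart with so few libraries.

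The CON library of rat 3 had an endothelial share of 4.98% at 2 weeks, against 8.21 to 8.62% in the other 3 rats. No biological explanation was tested for it.

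The CON library of rat 1 was the one with lymphoid cells at 2 weeks (0.772%, the other 3 at 0). At 1000 UMIs Cd79b was in 1.52% of its cells, against 0.00963, 0.0323 and 0.0431% in rats 2 to 4, which argues against depth. Joint clustering found 4 lymphoid cells in the other 3 CON libraries together, which argues against a cluster boundary that left theirs without a name; in rat 1 itself it put 254 of the 730 unnamed cells with the lymphoid class. Marrow of the adjoining vertebrae stays open: 18.8% of that library's IVD cells had erythroid genes at 1000 UMIs, the highest of the CON libraries at 2 weeks, but the LDP library of rat 4 had 34.5%. A response to surgery in that animal was not tested.

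The LDP library of rat 6 had 28.3% of its cells without a class name, against 0.354 to 4.06% in the other LDP libraries at 8 weeks. Of these 628 cells 39.6% had at least 3 of 6 Schwann cell genes, against 7.66% of the library's other cells, with Mbp in 56.2% (9.29% of IVD cells) and Sox10 in 19.7% (0.152%). The unnamed cells were shallower (median 4614 UMIs against 9375), so depth works against this difference; 2 of the 6 genes, Pmp22 and S100b, are common in the disc itself (92.3 and 87.4% of IVD cells, 61.6 and 50.0% of the unnamed), so a count of 3 of 6 decides little. Whether nerve carried along in dissection accounts for the unnamed cells cannot be told apart by this count, and growth of nerve into the disc, which the design does not separate from it, stays open.

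The CON library of rat 6 had Cd86 in 4.22% of myeloid cells, against 2.38 to 2.50% in the others. No biological explanation was tested for it.

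The LDP effect on the endothelial share differed between 8 and 2 weeks by 3.83 points (exact two-sided p = 0.0286, adjusted 0.131 over 23 comparisons). With classes from the joint clustering the difference was 0.279 (exact p = 0.886), and the mean endothelial share of CON at 8 weeks was 3.36% instead of 0, so endothelial cells left without a name may be the whole of it.

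Within myeloid cells at 1000 UMIs, the LDP effect on Cd14 differed between the time points by 28.5 points and on Tlr2 by 10.8 (exact two-sided p = 0.0286 and adjusted 0.131 for both). At 8 weeks Cd14 rose from 16.6 to 51.7%, Cd68 from 13.4 to 24.2%, Lyz2 from 49.0 to 87.8% (adjusted p 0.0381 each) and Tlr2 from 5.21 to 16.9% (adjusted 0.114), in an exact test of 4 against 4 libraries. The smallest of the 4 rises was 10.7 points at equal depth, which argues against depth. With myeloid cells named by joint clustering the largest of the 4 was 3.44 points, and the smaller exact p of the 2 differences between times was 0.171. A myeloid class drawn differently in CON and LDP is therefore a candidate explanation: in the LDP library of rat 7, 386 of 411 unnamed cells joined the joint myeloid class. Other splits of the libraries cannot exclude chance at 8 weeks: for markers within myeloid cells 1 of 8 splits, the real one, gave that many, and 8 splits never reach a share under 0.05. Where limma called 0 markers, in myeloid cells at 2 weeks and lymphoid cells at 8 weeks (0 in each at unadjusted p below 0.05; edgeR and DESeq2 0 over the list), 8 of 8 splits did as well by construction, which says nothing on chance. The limma change of Cd14 at 8 weeks was 2.04 (adjusted p 0.0368 over 7577 genes), and without any 1 of rats 2, 5, 6, 7 and 8 the number of markers past that threshold was 0. Adjusted over the 10 markers alone 5 passed at 8 weeks, with 1 left without rat 5, 3 without rat 7 and 4 to 6 without any 1 of the others.

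Arg1 in myeloid cells also differed, by 2.09 points (exact two-sided p = 0.0286, adjusted 0.131). Joint clustering left 0.828 points at the same exact p, which argues against the drawing of the class as the whole explanation. The counts are small, 6 CON and 13 LDP cells at 8 weeks, and a later myeloid response to puncture is an open hypothesis.

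The Hox genes Hoxd10, Hoxd9 and Hoxc8, which the paper does not report on, kept their direction of change at both time points. For the LDP effect at 2 weeks their limma adjusted p was 0.0781, 0.361 and 0.331, so none passed. At 8 weeks it was 0.00858, 0.212 and 0.0968, so only Hoxd10 passed. The mean LDP effect over both times was 2.33 for Hoxd10 (standard error 0.16, adjusted p 0.00113), 0.77 for Hoxd9 (0.10, 0.0318) and −1.16 for Hoxc8 (0.12, 0.0194) with limma, each in the same direction in 8 of 8 rats; Hoxd9 and Hoxc8 were picked after their values were seen. Of 16 Hox genes tested 3 passed, and between 3 and 7 in the alternatives with all rats. Leaving out rats kept Hoxd10 at 2.23 to 2.45, Hoxc8 at −1.24 to −1.09 and Hoxd9 at 0.72 to 0.83. Hoxd10 was past the threshold in all 8 of these fits, Hoxc8 only without rats 2 and 6, and Hoxd9 in none. LDP discs lie lower in the lumbar spine than CON discs, and Hox genes mark position along the body, so disc level is a candidate explanation for these 3. For the other 82 genes past the threshold, disc level and puncture cannot be told apart, because every LDP disc is at a lower level than every CON disc.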

How the results depend on the processing

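The tests with Ngfr in only the cells of the joint IVD class, edgeR on IVD cells, other pseudocounts for gene changes across rats, and the mean LDP effect of both time points were chosen after the results were seen, while joint Leiden clustering at resolution 1.0, K-means with 3 clusters on CON and LDP together and edgeR with TMM were meant for the reported values and were made alternatives after that. Two-sided exact permutation tests are meant for shares unless a tool is named, and differences are LDP minus CON in percentage points.

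Class shares. Over the alternatives apart from leaving out rats, 81 values kept direction and side of the threshold, 17 changed direction, 2 lost and 4 gained the threshold. The endothelial excess at 8 weeks (2.44) became −1.47 with joint Leiden at resolution 0.5, at 1.0 and at 2.0 and with markers of single cells, −1.56 with Leiden per group, and 4.61 with K-means with 5 clusters per group, where exact p was 0.943. In the same order, the myeloid difference at 8 weeks (−0.202) became 0.793, 0.766, 0.601, 0.438, 0.0451 and 0.738. The IVD difference at 8 weeks (−3.25) became 2.56 with Leiden at 0.5 and 9.57 with Leiden per group. K-means per group also moved the myeloid difference at 2 weeks to −0.721, the myeloid change of CON from 2 to 8 weeks to −0.567 and the lymphoid one to 9.35 (exact p = 0.0286). The change of CON in IVD share (−2.02) grew to −31.6 with joint Leiden at 1.0, −42.3 at 2.0 and −21.2 with markers of single cells, each at exact p = 0.0286. These falls depend on the naming. Of the authors' IVD cells in CON, joint Leiden at 1.0 named 90.3% IVD at 2 weeks and 54.8% at 8 weeks. At 2.0 it named 88.3 and 39.8%, and markers of single cells 76.5 and 50.5%. Without Scrublet doublets the myeloid change of CON was −9.45e-05, and edgeR on cell numbers gave the lymphoid difference at 8 weeks a log2 change of 1.42.

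Pairing. Testing within rats (the replicate block) left the endothelial excess at 8 weeks at 2.44 and the Ngfr difference in OAF cells at 2.32, each at a sign-flip p of 0.125, the smallest that 4 pairs can give, and 0 instead of 4 marker shares passed. The pairing changed no other call on shares. Without the block limma called 2 genes lower at 8 weeks, and 11 higher and 36 lower for the mean effect; it changed no other call of a gene or marker.

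Marker shares. Here 116 values kept direction and side, 17 changed direction, 9 lost and 1 gained the threshold. Under joint Leiden at 1.0, Cd4 became −0.533 at 2 weeks and −3.31 at 8 weeks, Lyz2 at 2 weeks −9.22, and at 8 weeks Cd68 −1.90, Cd80 0.532, Mrc1 −3.65, Msr1 −3.13 and Blnk −1.41, and 0 marker shares passed. Thinned to 2000 UMIs, Cd80 at 8 weeks became 0.276, Mrc1 at 2 weeks 1.17, Cd38 at 8 weeks 0.831 and Cd8b at 8 weeks −0.0339; not thinned, Cd80 became 1.77, Mrc1 0.247 and Msr1 at 2 weeks 0.474; thinned to 500, Mrc1 at 8 weeks became −0.262 and Blnk −0.0823. In expression within a class, 1 marker passed (Cd14 at 8 weeks), against 0 with edgeR and TMM, 0 with at least 20 cells per library and 2 with DESeq2. Adjusted over the 10 myeloid markers alone, 5 passed at 8 weeks, against 5 with edgeR and TMM, 6 with at least 20 cells, 6 with DESeq2 and 5 without the block.

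Ngfr at 2 weeks. Of the alternatives 16 values kept direction and side, 10 changed direction and 2 lost the threshold. K-means with 3 clusters on CON and LDP apart turned the OAF difference to −0.229 and that of NP to −0.146. Its value for IAF, 15.2, is not one of IAF cells, because in LDP the cluster left for that name held 843 cells, 839 of them OAF cells of the authors. Leiden subclusters gave 0.164 in OAF and −0.0538 in NP cells and no usable IAF value. K-means on both together gave 2.45 in OAF, −0.0951 in NP and 0.0535 in IAF cells; without thinning the IAF value was 1.07. Counting only cells in the IVD class of the joint clustering gave −0.127 in OAF, −0.000918 in NP and 0.141 in IAF cells.

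Genes 2-fold apart within a rat. With a pseudocount of 5 the higher and lower counts were 15 and 328 in rat 1, 18 and 57 in rat 2, 320 and 575 in rat 4, 72 and 623 in rat 5, 260 and 81 in rat 7, and 37 and 58 in rat 8, with 126 lower in rat 3 and 171 in rat 6; the median over rats of both directions fell from 670 to 384. With at least 1 CPM rat 1 had 893 lower and rat 8 had 143 higher. The other 34 counts stayed within 1.5 times.

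Number of genes. DESeq2 called 83 higher and 53 lower at 2 weeks (20 and 5 at the limit of 0.001 and also over 2-fold apart), 102 and 108 at 8 weeks (15 and 15), and 599 and 477 for the mean effect. IVD cells alone gave 16 and 5, 13 and 17, and 229 and 632; the same cells with edgeR gave 10 and 2, 19 and 10, and 419 and 326. edgeR without scaling called 2 higher and 1 lower at 8 weeks and 67 and 120 for the mean effect, edgeR with TMM 1 lower at 8 weeks and 76 higher for the mean effect, and a pseudocount of 5 gave 19 and 26 for the mean effect. With each time point fitted alone, 0 genes were higher at 8 weeks. In 73 further cases the count stayed within 1.5 times.

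Single genes. Of the alternatives 239 values kept direction and side. In IVD cells at 8 weeks limma turned Blnk to −0.34, Myb to −0.45, Rag1 to −0.70, Cecr2 to −0.90 and Cd79b to −0.37, and edgeR turned Myb to −0.61, Rag1 to −0.72, Cecr2 to −1.18, Cd37 to −0.26 and Cd79b to −0.29; Ngfr at 2 weeks became 0.19 and 0.20. A pseudocount of 5 turned Ngfr at 8 weeks to 0.046.

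Leaving out 1 rat at a time. The IVD difference at 2 weeks ran from −10.1 to 0.753 (without rat 3) and the myeloid one from −0.380 to 0.858. At 8 weeks the endothelial difference ran from 2.16 to 2.68, the myeloid one from −0.485 to 0.102 and the lymphoid one from −3.97 to 2.01 (without rat 6). For CON between time points IVD ran from −5.75 to 3.04 and myeloid from −0.312 to 0.358. Marker shares ran from −0.397 to 3.66 (Cd4), −0.707 to 0.00540 (Tlr4), −0.0929 to 1.31 (Cd80) and −3.16 to 2.81 (Mrc1) at 2 weeks, and −0.380 to 0.359 (Cd80), −0.488 to 1.17 (Mrc1) and −0.295 to 3.05 (Blnk) at 8 weeks, with 0 to 4 shares passing. In OAF cells Ngfr ran from 1.84 to 2.62; with 3 rats against 3 the smallest exact p is 0.1, so the loss of the threshold there says nothing. It ran from −0.0645 to 0.176 in NP and −0.228 to 0.248 in IAF cells. The number of genes higher ran from 0 to 1 at 2 weeks (1 without rat 1) and 0 to 1 at 8 weeks (0 without rats 5, 6 and 8), and for the mean effect from 1 to 9 higher and 0 to 13 lower, all below the 30 and 55 with every rat. The log2 change of Il7r at 2 weeks ran from −0.37 to 1.19, that of Ngfr at 8 weeks from −0.55 to 0.27 and Cecr2 at 8 weeks from −0.44 to 1.16, and 0 to 1 markers passed in expression (0 without rats 2, 5, 6, 7 and 8).

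Planned but not run were the alternatives without a cell filter and without upper limits on genes and UMIs, because the authors' filter had already been applied to the cells.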

Differences from the paper's values

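Joint clustering at resolution 1.0 was meant for the reported values and made an alternative after they were seen, the test of Ngfr in only the cells of its IVD class was chosen after the result was seen, and every other alternative named in this part was set before the data were examined.

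Of 29 values the paper states, 5 differed by over 1.5 times and by more than the standard deviation between libraries, where there is one, and 24 did not. Among the 24, the paper gives 28,293 cells for LDP at 8 weeks and 149,282 in all, and 28283 and 149272 were counted here.

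The paper's ratio of lymphoid cells, LDP over CON at 2 weeks, is stated as larger than 4.6, and the value here was 46.3 (4212 over 91 cells). That value is above 4.6 and has the same leading digits at another scale. The pooled shares here, 0.214% in CON and 8.20% in LDP, round to those the paper states. The gap is therefore in the stated ratio and not in the cells counted. None of the 7 alternatives set beforehand that give a ratio came within 1.5 times of the paper's: Leiden at resolution 0.5 gave 11.0, at 2.0 gave 11.1, Leiden per group 7.51, markers of single cells 11.6, and leaving out rats 2, 3 and 4 gave 46.0, 15.7 and 30.8. Without rat 1, and with K-means with 5 clusters per group (4599 LDP cells), there are no CON cells to divide by.

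The paper gives at least 700 genes higher in LDP within a rat at 2 weeks, and the lowest rat here had 31 at least 2-fold higher; pseudocounts of 0.5 and 5 gave 36 and 15 and at least 1 CPM gave 32, none near the paper's. For genes higher in CON the paper's lowest is 250 and the lowest here was 93, with 99, 57 and 121 under the same 3 alternatives, none near. The figure the paper cites for both ranges is drawn for samples 3 and 4. In those rats 626 and 500 genes were higher here and 228 and 1062 lower, or 834 and 697 higher with at least 1 CPM. The low counts of 31 and 93 come from rats 1 and 2, which the paper's ranges may not cover. The paper tested cells within a rat at an FDR, while these are sizes of change between 2 libraries.

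The paper states Ngfr in 2.3% of OAF cells in CON and 7.6% in LDP; at 1000 UMIs the values were 0.673 and 3.00%. The alternative with cells not thinned, set beforehand, gave 2.40 and 7.07%, and does not differ from the paper in these 2 values. The other alternatives set beforehand differ in both.

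The paper reports more myeloid and more lymphoid cells in LDP at 2 weeks by a chi-square test over cells; over rats the exact two-sided p was 0.714 and 0.257, and myeloid cells were a larger share in 2 of 4 rats. It places B-cell genes higher in LDP than CON lymphoid cells at 2 weeks. With all UMIs Cd79b was in 85.7% of CON and 76.6% of LDP cells, Blnk in 93.4 and 63.9%, Cd38 in 8.79 and 2.75% and Cxcr4 in 63.7 and 56.4%. At 1000 UMIs the LDP means of Cd79b and Cxcr4 were the higher ones. Cd79b was above the only CON library in LDP rats 3 and 4 and below it in LDP rat 2.

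Its results have the macrophage markers raised in level in LDP at 2 weeks by tests over cells, while its discussion finds few differences in level; limma over rats gave a smallest adjusted p of 0.437 over the list. Msr1, lower in LDP in the paper, had a log2 change of −0.22 with LDP higher in 2 of 4 rats. Ngfr in OAF cells, higher in LDP in the paper, was lower with K-means on CON and LDP apart (−0.229), and by −0.127 points when only cells of the joint IVD class were counted, an alternative chosen after seeing the values.

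At 8 weeks the paper calls the CON samples very similar in their cell classes; the lymphoid share ran from 0.109 to 20.5%. It finds no endothelial cells in CON at 8 weeks, and joint clustering at resolution 1.0, made an alternative after seeing the values, found 949. It has Blnk, Cd38 and Cxcr4 higher in LDP at 8 weeks, shown for rat 8. Over the 4 rats the limma log2 changes were −0.04, −0.03 and −0.27. Of the 6 markers fitted in lymphoid cells limma had 3 higher and 3 lower, and edgeR with TMM and DESeq2 each had 5 higher and 1 lower. The direction thus depends on the tool, and 0 markers passed over the list with any of them. It sees less sign of T cells at 8 weeks than at 2 weeks; Cd3g was in 7.05% of LDP lymphoid cells at 8 weeks and 4.34% at 2 weeks.

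The paper calls genes changed within rats at both times. Across rats limma called 0 at 2 weeks (278 higher and 841 lower at unadjusted p below 0.05) and 1 at 8 weeks, while DESeq2 called 83 higher and 53 lower at 2 weeks and 102 and 108 at 8 weeks.

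The paper's figures print 665 LDP myeloid cells with Lyz2, where 655 were counted here, and 4 CON lymphoid cells of sample 8 with Cd79b and Cxcr4, where 2 were counted.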

Other observations

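The tests for marrow, depth and free RNA behind the lymphoid cells, for cell composition, of the number of genes at each time and their difference, and of Ngfr shares were planned, and joint clustering was meant for the reported values and made an alternative later. The tests of the kind of lymphoid cell, of the immune genes in each rat, of the mean LDP effect, of other splits, of the NP and IAF subclusters, of explanations of the Ngfr difference and of unnamed cells were chosen after the results were seen.

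Lymphoid cells at 2 weeks. The lymphoid share was higher in LDP than CON in 3 of 4 rats. Cd79b in all cells at 1000 UMIs differed by 4.75 points, which argues against depth. Endothelial cells of rats 3 and 4 in LDP had Cd79b in 1.24%, against 65.8% of lymphoid cells, which argues against free RNA or doublets. Marrow carried over from the vertebrae stays open. Over 16 libraries the lymphoid share rose with the share of IVD cells with erythroid genes (Spearman 0.622, permutation two-sided p = 0.0114, adjusted 0.0833 over 15 relations; Pearson 0.457, p = 0.0657 by permutation; 0.617 without the 2 farthest) and with the share of other cells with granulocyte genes (Spearman 0.687, permutation p = 0.00442, adjusted 0.0663; Pearson 0.209, p = 0.442; 0.450 without the 2 farthest). Within groups the erythroid relation was 0.736 at 2 weeks, 0.667 at 8 weeks, 0.586 in CON and 0.690 in LDP, and the granulocyte one 0.837, 0.238, 0.805 and 0.548. Neither passes adjustment, and infiltration would bring blood cells as well, so marrow and infiltration cannot be told apart by these relations.

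Kind of lymphoid cell. Of the B-precursor list, Rag1 had a larger share of lymphoid cells than Ms4a1, the mature B-cell gene, in 10 of 10 libraries with a value for both and at least 20 cells, Igll1 in 6, Vpreb1 in 4 and Dntt in 3. Precursors of B cells are at home in marrow, which together with the erythroid relation (0.622) makes marrow a candidate source; the design has no library of marrow or blood to compare.

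Genes and composition. Genes with at least 4 times the CPM in lymphoid cells at 8 weeks were 438 of 12199 (3.59%), but 74 of the 139 genes over 2-fold higher in LDP at 2 weeks, 53.2%. Their median log2 change was 0.45 with all cells, against −0.06 for other genes, and −0.05 in IVD cells alone. The change in number of lymphoid cells is thus consistent with over 50% of the larger rises. The direction of the 25 listed immune genes in each rat followed its change in lymphoid share (Spearman 0.929), but 18 of them have their highest level at 2 weeks in lymphoid cells and some named the class, so this relation could hardly come out otherwise and decides nothing.

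Number of genes and other splits. For LDP against CON, 1 of 8 splits, the real one, gave as many genes at 8 weeks, and in IVD cells at both times. With 8 splits chance cannot be excluded. At 2 weeks with all cells 0 genes passed with limma (278 higher and 841 lower at unadjusted p below 0.05; edgeR with TMM 0, DESeq2 83 higher and 53 lower), so 8 of 8 splits gave as many by construction, which says nothing on chance. For the mean effect of both times (85 genes by limma, 861 in IVD cells), 1 of 100 splits, the real one, gave as many with all cells and in IVD cells. That argues against chance for the number as a whole. It cannot say which of the genes differ, and a level effect would give it too. Without 1 rat the number with all cells fell to between 1 and 22. It was 1, Hoxd10, without any 1 of rats 1, 3, 4, 5, 7 and 8. For the difference between times, 0 genes passed with limma in all cells (35 higher and 59 lower at unadjusted p below 0.05; edgeR with TMM and DESeq2 0) and 0 in IVD cells (30 and 176; edgeR with TMM 0), so 35 of 35 splits did as well in both by construction, which again says nothing. Of the 85 genes 82 were tested in IVD cells, and 81 of these were called there, all 82 in the same direction. Of the 85, 3 are Hox genes, and disc level is confounded with puncture for the other 82.

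NP and IAF subclusters. NP cells had at least 1.65 times the median UMIs of IAF cells in all 8 libraries at 2 weeks, and at 1000 UMIs the largest gap between them over 5 NP markers was 3.70 points. A difference in depth between cells of 1 kind is a candidate explanation for part of this division, and a gradient between the 2 tissues, which the design does not dissect apart, stays open.

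Ngfr in OAF cells. At equal depth the share of OAF cells with Ngfr differed by 2.32 points, which argues against depth, and less the endothelial background by 2.02 points, which argues against free RNA. The joint clustering put 377 of the 5202 OAF cells of LDP with Schwann cells and 374 with pericytes, against 3 and 9 of 4222 in CON, and these held 227 and 59 of the 397 LDP cells with Ngfr. In the Schwann cluster Sox10 was in 23.9% and Cdh19 in 55.7% of those LDP cells, each in 0.0685% of the OAF cells that stayed in the IVD class. Over OAF cells of the joint IVD class alone the difference was −0.127 points (exact two-sided p = 0.457; −0.116 at resolution 0.5 and −0.120 at 2.0). Cells of nerve and vessel wall drawn into the OAF subcluster are thus a candidate explanation for the whole rise. The joint Schwann cluster held 381 cells in CON, 311 of them unnamed by the authors, and 435 in LDP, so such cells were named differently in the 2 groups more than they differed in number. K-means with 3 clusters on CON and LDP together kept 2.45 points, but it was run within the authors' IVD cells, where CON lacks the cells left unnamed, and so decides nothing on such naming; Leiden subclusters gave 0.164 and K-means on CON and LDP apart −0.229. The result did not pass adjustment over 8 tests, and disc level is confounded with puncture here as well.

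Unnamed cells. In CON at 2 weeks many unnamed cells were pericytes by the joint clusters, 308 of 730 in rat 1, 67 of 100 in rat 2, 262 of 433 in rat 3 and 224 of 330 in rat 4; at least 3 pericyte genes were found in 245, 62, 237 and 217 of them. In LDP at 2 weeks the joint clusters named 1, 5, 2 and 5 unnamed cells so. No biological explanation was tested.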
